# Morphine effects on striatal transcriptome in mice

**DOI:** 10.1186/gb-2007-8-6-r128

**Published:** 2007-06-28

**Authors:** Michal Korostynski, Marcin Piechota, Dorota Kaminska, Wojciech Solecki, Ryszard Przewlocki

## Abstract

**Background:**

Chronic opiate use produces molecular and cellular adaptations in the nervous system that lead to tolerance, physical dependence, and addiction. Genome-wide comparison of morphine-induced changes in brain transcription of mouse strains with different opioid-related phenotypes provides an opportunity to discover the relationship between gene expression and behavioral response to the drug.

**Results:**

Here, we analyzed the effects of single and repeated morphine administrations in selected inbred mouse strains (129P3/J, DBA/2J, C57BL/6J, and SWR/J). Using microarray-based gene expression profiling in striatum, we found 618 (false discovery rate < 1%) morphine-responsive transcripts. Through ontologic classification, we linked particular sets of genes to biologic functions, including metabolism, transmission of nerve impulse, and cell-cell signaling. We identified numerous novel morphine-regulated genes (for instance, *Olig2 *and *Camk1g*), and a number of transcripts with strain-specific changes in expression (for instance, *Hspa1a *and *Fzd2*). Moreover, transcriptional activation of a pattern of co-expressed genes (for instance, *Tsc22d3 *and *Nfkbia*) was identified as being mediated via the glucocorticoid receptor (GR). Further studies revealed that blockade of the GR altered morphine-induced locomotor activity and development of physical dependence.

**Conclusion:**

Our results indicate that there are differences between strains in the magnitude of transcriptional response to acute morphine treatment and in the degree of tolerance in gene expression observed after chronic morphine treatment. Using whole-genome transcriptional analysis of morphine effects in the striatum, we were able to reveal multiple physiological factors that may influence opioid-related phenotypes and to relate particular gene networks to this complex trait. The results also suggest the possible involvement of GR-regulated genes in mediating behavioral response to morphine.

## Abstract 2

Global transcriptional analysis of mouse striata following acute and chronic exposure to morphine reveals multiple physiological factors which may affect opioid-related phenotypes and implicates a number of gene networks, including glucocorticoid receptor regulated genes, in the response to this opioid.

## Background

Opioids are considered to be among the most potent drugs for relieving severe chronic pain. Long-term morphine treatment is undesirable because of the development of tolerance to its analgesic effects and physical dependence. On the other hand, prolonged abuse of opiates leads to drug addiction - a chronic, relapsing disorder with a complex mechanism. Accumulating evidence is converging to suggest that formation of opioid addiction involves changes in synaptic structure and neuronal plasticity [1]. These long-lasting neuroadaptations probably include compound changes in gene expression in the mesocorticolimbic system of the brain [2]. The major substrates of the molecular and cellular mechanisms of opioid addiction are suggested to be the dorsal and ventral striatum. Morphine administration enhances the release of dopamine in both the dorsal striatum and nucleus accumbens [3]. It is well established that the nucleus accumbens, a ventral subregion that receives dopaminergic projections from the ventral tegmental area, is related to the reward properties of opioids [4]. The dorsal part of the striatum is a brain region that is implicated in habit learning, which is a fundamental component of addiction [5].

It is well known that drugs of abuse stimulate the transcription of numerous genes in several brain regions [6,7]. Moreover, a significant contribution of genetic factors to vulnerability to the addictive action of opiates and other addictive drugs is well established [8]. Several other effects of opioid action, for example analgesia and hypothermia, are also likely to be determined by combinations of genetic factors [9]. In contrast, the influence of genotype on genomic response to opioids and the association between changes in gene expression and development of the rewarding and addictive effects are poorly characterized. Inbred strains of mice with well described phenotypes provide valuable models in which to analyze interactions between genetic background, and behavioral and transcriptional responses to the drug.

To separate the relationship between the different effects of morphine and the gene expression profiles in the striatum, we compared responses to acute and chronic drug treatment across four mouse strains with extreme opioid-related phenotypes (C57BL/6J, DBA/2J, 129P3/J, and SWR/J). Two commonly used inbred strains of mice, C57BL/6J and DBA/2J, exhibit remarkable differences in morphine-induced locomotor activation and conditional place preference [10,11]. Compared with the other strains, C57BL/6J mice were found to have the greatest preference for oral self-administered morphine [12]. Furthermore, the 129P3/J strain failed to develop physical dependence and tolerance, whereas extraordinary sensitivity to opioid withdrawal was observed in SWR/J mice [13].

Our prior comparison of gene expression profiles of naïve animals from the selected inbred mouse strains indicated diversity at the level of several hundreds of transcripts in the striatum [14]. Here, we use microarray technology to obtain a profile of genes that are regulated by acute and chronic morphine in the striatum of the four mouse strains. Our ultimate goal is to link particular genes, regulatory elements, and specific signaling pathways with opioid-related traits. To this end, we have combined gene expression profiling with bioinformatic approaches and behavioral testing. The results presented here identify several novel morphine-responsive genes that may modulate the molecular as well as behavioral response to morphine and may contribute to development of morphine addiction.

## Results

### Microarray analysis

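Striatal RNA was hybridized to 36 Affymetrix Mouse Genome 430 2.0 arrays, 3 for each of 12 groups: mice of 4 inbred strains (129P3/J, C57BL/6J, DBA/2J and SWR/J) given saline, acute morphine or chronic morphine. The striatum is the forebrain nucleus whose medium spiny neurons receive most of the midbrain dopamine input and carry opioid receptors. Each array held the pooled RNA of 3 mice, so that a group stands for 9 mice and p-values measure the spread between pools. Arrays are named by strain, treatment and replicate number. Acute groups received saline on the schedule of the chronic groups and then 20 mg/kg of morphine on the last day. Chronic groups received 3 injections a day, at 10 mg/kg on day 1, 20 mg/kg on day 2 and 40 mg/kg on days 3 and 4, and a last dose of 40 mg/kg on day 5. Tissue was taken 4 hours after the last injection. The deposited values are model-based expression intensities on a linear scale, computed by the authors in dChip from perfect match and mismatch probes and already normalized between arrays. They cover 45101 probe sets, 64 of them Affymetrix controls, with array medians of 119 to 133. The lowest value, 6.69, is a floor that holds 3.67% to 4.53% of the values of an array. From there, intensities were turned into log2 values and fitted in limma with 12 group means, which leaves 24 residual degrees of freedom for the spread of each probe set. The main effects of strain and of morphine and their interaction were tested by moderated F-tests at an FDR of 1%, and single contrasts at an adjusted p under 0.05. A change over all strains is the mean of the 4 strains' log2 differences, 12 arrays against 12, and a change within a strain compares 3 arrays with 3. A gene is represented by its detected probe set of highest mean signal, and 27 gene lists were fixed before the data were examined. The paper required significance under 3 normalizations of the same arrays; RMA and PDNN values were not analysed here, and the number of arrays limits the precision.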

A microarray experiment was designed to determine the impact of genetic background on the transcriptional effects of morphine in striatum. Twelve experimental groups were compared to analyze the transcriptional response to acute and chronic morphine among the four inbred strains of mice (Figure 1). Three biologic replicates of the microarray were prepared for each experimental group. The quality of microarrays was carefully checked to ensure that hybridization of the samples to the arrays was comparable across the dataset composed of 36 microarrays (see Materials and methods, below). 

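Control transcripts that Affymetrix adds to each hybridization gave a mean log2 score, centred over the arrays, of 0.0044 ± 0.26 (SD, n = 12 arrays) in the saline groups, -0.17 ± 0.37 in the acute groups and 0.17 ± 0.15 in the chronic groups (permutation test over single arrays, adjusted p = 0.0357 among 12 scores). Single arrays are not independent here: over the means of the 9 sets of the same treatment and number, which overlap between the treatments, the exact permutation p was 0.393. Within the acute groups the score followed the replicate number, with means of -0.35 ± 0.065 (SD, n = 4 strains) for number 1, 0.29 ± 0.22 for number 2 and -0.45 ± 0.060 for number 3. It also differed by number in the saline groups, at -0.24 ± 0.099, -0.013 ± 0.16 and 0.27 ± 0.19 in the same order. In the chronic groups the means were 0.28 ± 0.055, 0.013 ± 0.12 and 0.21 ± 0.097. A pair of saline arrays stood apart in the poly-A control transcripts, 129P3/J replicate 3 with a log2 score of -3.69 and DBA/2J replicate 3 with -3.61, against -0.86 for the next lowest array. On C57BL/6J saline replicate 1, the 3' probe set of Gapdh, a glycolytic enzyme gene used as an RNA quality control, exceeded the 5' probe set by 0.72 on the log2 scale, where the other arrays lay between -0.11 and 0.12. Beyond the controls, arrays of the same treatment and replicate number in different strains deviated together from their group means, with a mean Pearson r of 0.264 over 54 pairs and 90.7% of pairs above 0 (permutation p = 1e-04, the smallest that the permutations can give). Pairs of the same treatment with different numbers had a mean r of -0.133. This value largely follows from the first, because deviations from a group mean cancel within the group. Every contrast was therefore also fitted with treatment and number as a random block (consensus correlation 0.242), a setting chosen after this was seen. Where it ends a call, its adjusted p is given as that with the random block. Calls that it adds are given only as counts.

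**Figure D1:**
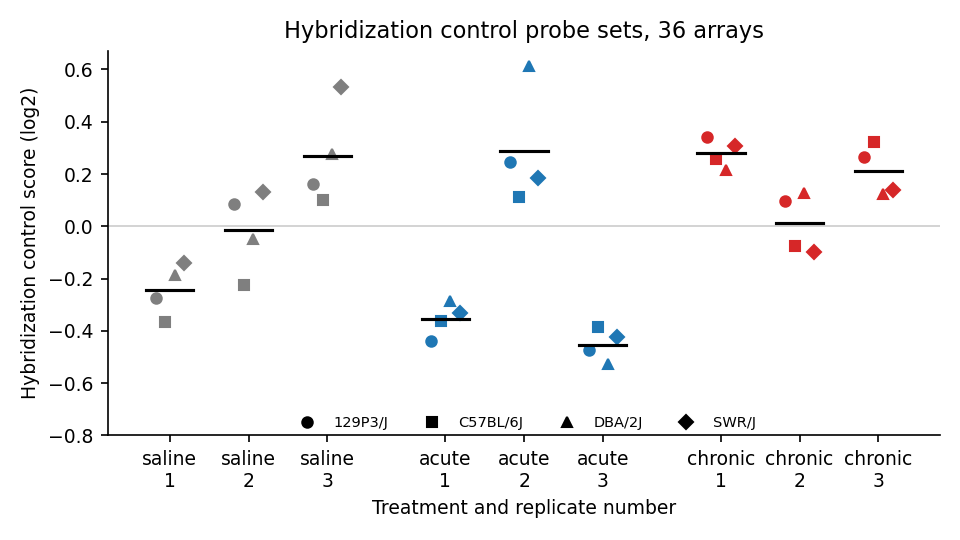
Mean log2 score of the hybridization control probe sets on each of the 36 arrays, centred over all arrays, by treatment and replicate number, with strains marked by symbol. Acute arrays of number 1 (mean -0.35) and number 3 (mean -0.45) lie below those of number 2 (mean 0.29) in every strain.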

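Arrays of 1 strain correlated, over the log2 values of the normalized deposited intensities (raw results were not used here) at a Pearson r of 0.954 to 0.986 in 129P3/J, 0.951 to 0.987 in C57BL/6J, 0.950 to 0.982 in DBA/2J and 0.963 to 0.983 in SWR/J (36 pairs of arrays in each strain). Grouped by treatment, the range was 0.951 to 0.981 in saline, 0.960 to 0.987 in acute and 0.950 to 0.980 in chronic arrays (66 pairs each). Replicates of 1 group correlated at 0.953 to 0.987 with a median of 0.976, and pairs of 1 treatment from different strains had a median of 0.972. On the linear scale of the deposited intensities the lowest r was 0.939 within DBA/2J and 0.974 within SWR/J. These correlations run across probe sets, which are not independent replicates. No 2 arrays held the same values, the highest r between any pair being 0.987. A principal component analysis of the detected probe sets gave a component 3 with 10.7% of the variance, where strain had an R2 of 0.944. In component 1, with 15.2% of the variance, treatment had an R2 of 0.438. Mean scores on component 1 were -3e-04 in saline, -0.135 in acute and 0.135 in chronic arrays. On average it set acute against chronic arrays, with saline arrays between them.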

Correlation coefficients of raw microarray results within the strains (129P3/J: 0.986 to 0.988; C57BL/6J: 0.977 to 0.993; DBA/2J: 0.979 to 0.99; and SWR/J: 0.983 to 0.987) and within the experimental groups (control: 0.977 to 0.987; acute: 0.988 to 0.993; and chronic: 0.981 to 0.987) were very high. The microarray data reported in this manuscript are publicly available at the Gene Expression Omnibus database under accession number GSE7762 [15].

**Figure 1:**
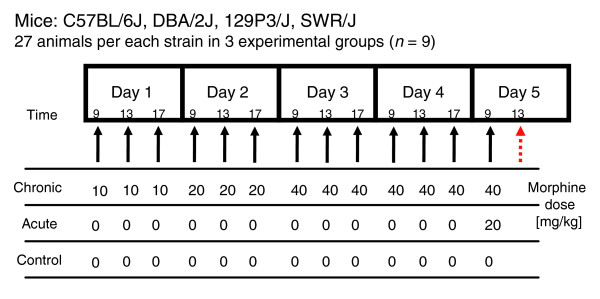
Protocol of morphine administration. Acutely treated mice (*n *= 9) were injected with a single dose of morphine (20 mg/kg, subcutaneously). Chronically treated animals (*n *= 9) were injected with increasing doses of morphine for 5 days (10, 20, and 40 mg/kg, subcutaneously; see Materials and methods). Control (*n *= 9) and acute morphine groups received injections of saline in the same time schedule as the chronic group received morphine. Animals were killed by decapitation 4 hours after the last injection. The time point used for tissue collection and gene expression analysis is indicated by the red arrow.

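Penk, which encodes the enkephalin precursor of the striatal projection neurons, had a mean log2 intensity of 12.17 over the 36 arrays, and Tac1, the substance P precursor, had 11.62. Ppp1r1b, which encodes the dopamine-regulated phosphatase inhibitor DARPP-32, had 11.40, and the dopamine receptor genes Drd1 and Drd2 had 10.34 and 10.11. Among the opioid receptors, Oprl1 had a mean of 8.62, Oprk1 8.44 and Oprm1, the main target of morphine, 8.02. Of the 7 measured genes of opioid peptides and receptors, none changed after acute or chronic morphine at an adjusted p under 0.05 from limma, nor when adjusted over the list alone, and the list as a whole did not shift (camera, adjusted p = 0.908 for acute and 0.963 for chronic). A probe set counted as detected where its log2 value exceeded 6.64 on at least 9 of the 36 arrays, the intensity part of the criterion in the methods. This kept 27212 probe sets, 60.3% of those on the array. Present calls, the other part of that criterion, were not used here. Of the detected probe sets, 22749 carry exactly 1 gene symbol (13224 genes), 579 several and 3884 none in the probe table used. With no filter on signal, all 45037 probe sets other than controls enter the tests.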

Signals from 21,467 probe sets were detected reproducibly on the microarrays, representing 46% of all probe sets on the microarray (23,633 were filtered out). Genes annotated to these probe sets were considered to be expressed in the examined brain tissue. The list of detected probe sets was used for further analyses. Main factors (strain and treatment), as well as interaction, were calculated by using multivariate analysis of variance (MANOVA).

### Strain differences in gene expression profile

The influence of genetic background on gene expression level was estimated. Our previously presented comparison of basal gene expression profiles between C57BL/6J, DBA/2J, 129P3/J, and SWR/J strains identified more than 1,000 transcripts with a different level of mRNA [14]. At present, using similar statistical criteria as previously (false discovery rate [FDR] < 1%, rank > 3), we identified 3,457 probe sets (corresponded to 2,870 different transcripts) with significant inter-strain differences (Additional data file 1). Such a large disparity in the mouse striatal transcriptome was estimated by comparing nine array replicates prepared per strain from all of the treatment groups. 

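Ly9, a surface receptor of lymphocytes, was 3.73 (SE 0.12, adjusted p = 2.47e-19) above the mean of the 4 strains in 129P3/J on the log2 scale, and Cap1, an actin-binding protein, lay -2.92 (SE 0.030, adjusted p = 2.71e-32) from it in C57BL/6J. Galc, the lysosomal galactosylceramidase that degrades myelin lipids, was lower in 129P3/J at -1.48 (SE 0.054) and higher in DBA/2J at 1.40 (SE 0.054). Stab2, a scavenger receptor, was higher in DBA/2J by 2.12 (SE 0.074), and Cd59a, a membrane inhibitor of complement, was higher in SWR/J by 1.43 (SE 0.047). In all, 3587 of the 27212 detected probe sets, which name 2363 genes, had a strain effect at an FDR of 1% in limma's F-test over 9 arrays per strain, and the classical F-test gave 3590. At an unadjusted p under 0.05, 7413 probe sets passed. Leaving out any single array gave between 3365 and 3627. Of the first 1999 of the paper's list of 3457 strain-dependent probe sets, the part of that table that was read here, 1971 were detected and 1625 passed this test.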

More than half of the identified probe sets exhibited markedly significant results (1,735 with rank > 7; see Materials and methods, below, for details). 

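Cap1 had the smallest adjusted p of the strain test (7.74e-31, limma F-test), followed among the genes described here by Galc (5.71e-23) and Ly9 (1.16e-18). Hspa1b, the inducible heat shock protein 70 gene, also differed between strains (adjusted p = 1.92e-07), as did Pdyn, the dynorphin precursor (3.68e-05), and Npy5r, a neuropeptide Y receptor (0.00917). No strain effect passed for Penk (adjusted p = 0.209) or Oprm1 (0.216). At an FDR of 0.01%, the strictest step of the paper's ranking, 1854 probe sets had a strain effect. Simulated differences between strains were recovered in 17.2% of probe sets at 1.2-fold, 88.0% at 1.5-fold and 98.8% at 2-fold by the strain F-test (250 changed probe sets per size).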

To estimate the quantitative magnitude of the differences between transcriptional profiles, we compared the relative expression level measured for each strain with the mean level of expression from the four strains. 

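Genes beyond 2-fold of the mean of the 4 strains included Mir1931, the host transcript of a microRNA, at 2.88 (SE 0.099) and Rpgrip1, a photoreceptor cilium protein, at 2.50 (SE 0.11) in C57BL/6J, both as log2 differences. Rpgrip1 was lower in 129P3/J at -1.67 (SE 0.11), where Zfp330, a zinc finger protein, also lay below at -1.52 (SE 0.059). DBA/2J was low for the nuclear noncoding RNA Neat1 at -1.73 (SE 0.089) and for Snhg14, the long transcript of the imprinted Ube3a region, at -1.70 (SE 0.070), whereas SWR/J was high for Snhg14 at 1.62 (SE 0.070). SWR/J was low for Sox2ot, the noncoding transcript that overlaps the Sox2 gene, at -2.24 (SE 0.056). Among the 3587 probe sets with a strain effect, 91 lay over 2-fold from the mean in 129P3/J (31 above and 60 below), 68 in C57BL/6J (48 above and 20 below), 97 in DBA/2J (32 above and 65 below) and 88 in SWR/J (37 above and 51 below). Over 3-fold, the counts were 28, 27, 29 and 28. With the filter set on the mean signal instead, the 2-fold counts were 58, 42, 56 and 58.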

Only about 100 probe sets in each strain, from the total of 3,457, were recognized as exhibiting a more than twofold difference over mean value (Table 1).

**Table 1:** Summary of genotype-dependent differences in striatal gene expression profile between mouse strains

Fold change of mean mRNA level^a^	129P3/J strain	C57BL/6J strain	DBA/2J strain	SWR/J strain
>1.2	906 (+295)^b^	925 (+511)	888 (+277)	924 (+391)
>1.5	261 (+50)	230 (+108)	288 (+53)	256 (+60)
>2	99 (+9)	68 (+29)	111 (+14)	89 (+9)
>3	43	20 (+6)	48 (+5)	36

The mouse strains evaluated were 129P3/J, C57BL/6J, DBA/2J, and SWR/J. ^a^Fold change over mean mRNA level from all four strains for 3,457 significantly different probe sets. Relative expression levels were computed from MBEI perfect match/mismatch (PM/MM) data. ^b^Total numbers of probe sets are presented. In addition, numbers of transcripts with increased level comparing to mean are included in parentheses.

However, levels of expression of about 1,000 genes in each strain were found to differ by at least 1.2-fold. 

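Tmem267, a membrane protein gene, was higher in SWR/J by 1.62 (SE 0.073) on the log2 scale, and Egfl8, a secreted protein with an epidermal growth factor domain, was lower there at -1.71 (SE 0.32). Cdhr1, a photoreceptor cadherin, was higher in 129P3/J by 1.33 (SE 0.11), and Tmem87a, a Golgi membrane protein, was lower in C57BL/6J at -1.82 (SE 0.056). At 1.2-fold from the mean of the 4 strains, 1068 probe sets of the 3587 counted in 129P3/J, 1107 in C57BL/6J, 1024 in DBA/2J and 1062 in SWR/J. At 1.5-fold the counts were 294, 276, 289 and 273. Leaving out any single array kept each of these 8 counts within a factor of 1.5.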

About 25% transcripts had higher expression and about 75% had lower expression compared with the other three strains. 

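Of the probe sets at least 1.2-fold from the mean of the 4 strains, 46.0% lay above it in 129P3/J (491 of 1068), 38.8% in DBA/2J (397 of 1024) and 51.1% in SWR/J (543 of 1062). At 3-fold, the share above was 21.4% in 129P3/J, 27.6% in DBA/2J and 28.6% in SWR/J. Among all 3587 probe sets with a strain effect, 129P3/J was the highest strain in 875 and the lowest in 919, DBA/2J in 642 and 1028, and SWR/J in 936 and 881. Examples on either side were Dmac2l, a mitochondrial assembly factor, lower in SWR/J at -2.25 (SE 0.051), Pdxdc1, a decarboxylase-like protein, lower in DBA/2J at -1.95 (SE 0.085), and Rpl14, a ribosomal protein, higher in DBA/2J at 1.50 (SE 0.087). By the log2 ratio of arithmetic group means, chosen after the data were seen, the numbers above were 375 of 1048 in 129P3/J, 306 of 1001 in DBA/2J and 440 of 1019 in SWR/J at 1.2-fold, and 50 of 268, 54 of 291 and 65 of 269 at 1.5-fold. The gene differences are of mean log2 values; where all detected probe sets of Pdxdc1 are averaged, its difference in DBA/2J is 0.042.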

The observed distribution of differences was similar across the four inbred strains, with the modest exception for C57BL/6J mice. In this strain, similar amounts of transcripts were over and under the mean value.

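In C57BL/6J, 679 of the 1107 probe sets at 1.2-fold lay above the mean of the 4 strains, 61.3%, and 178 of 276 did so at 1.5-fold, 64.5%. C57BL/6J was the highest of the 4 strains in 1134 of the 3587 probe sets with a strain effect and the lowest in 759. These are differences of probe set signal. The paper cautions that the signal of some probe sets may not stand for the abundance of the transcript. Whether this affects the strain differences, here and above, was not tested. Gm13306, a predicted chemokine ligand gene, was above the mean by 2.09 (SE 0.13) there on the log2 scale, and Ly9 lay below it at -1.41 (SE 0.12). No single array moved these counts by a factor of 1.5 when left out. By the log2 ratio of arithmetic group means, chosen after the data were seen, 545 of 1014 probe sets lay above the mean at 1.2-fold and 101 of 227 at 1.5-fold.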

The contribution of strain or treatment factors to the variation in expression of each gene was described by the portion of multiple regression R^2 ^attributable to strain and morphine treatment as the main effects. 

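Strain accounted on average for an R2 of 0.169 ± 0.19 (SD over 27212 probe sets) and treatment for 0.134 ± 0.12 in the additive model of strain and treatment. The medians were 0.0972 and 0.0990. For independent arrays, chance alone gives a mean of 0.0857 for strain, with 3 degrees of freedom, and 0.0571 for treatment, with fewer. Arrays of the same treatment and number deviate together, so these values do not hold exactly here. What chance gives with that shared deviation was not computed, so the distance of either mean from chance stays open. Fkbp5, a co-chaperone of the glucocorticoid receptor, had the highest treatment R2 of all detected probe sets, 0.931. Cdkn1a, the cell cycle inhibitor p21, had 0.790, and Tsc22d3, a glucocorticoid-induced leucine zipper protein, had 0.772.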

Average R^2 ^value was greater for strain effects than for morphine treatment effects. 

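An R2 above 0.6 was reached for strain by 1466 probe sets and for treatment by 41. Besides Fkbp5 and Cdkn1a, the treatment side held Zbtb16, a transcriptional repressor, at 0.766 by its second probe set, Camk1g, a calcium/calmodulin-dependent kinase, at 0.757, Smim3, a small membrane protein, at 0.731 and Mpp7, a scaffold of cell junctions, at 0.703. Crot, the peroxisomal carnitine octanoyltransferase, had 0.695, Sult1a1, a phenol sulfotransferase, 0.688 and Dio2, the deiodinase that activates thyroid hormone in astrocytes, 0.682.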

Almost 50-fold more transcripts exhibit R^2 ^above 0.6 for strain effects (2,080) than for treatment effects (43).

### Morphine effects on striatal gene transcription

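Of 25 measured glucocorticoid-responsive genes, 15 rose and none fell after acute morphine (20 rose and 1 fell when adjusted over the list alone), with a median log2 change of 0.24 (camera, adjusted p = 8.54e-27). After chronic morphine 8 rose and none fell (15 and 0 when adjusted over the list alone), with a median of 0.17 (camera, adjusted p = 2.45e-14). Both calls hold with an estimated correlation (adjusted p = 2.05e-05 and 0.00175), as does that of the p53-responsive genes after acute morphine. Several glucocorticoid-responsive genes had been seen in the paper's tables when the list was fixed, so its p-values are not independent evidence. Without those that the paper names or tabulates for morphine, a setting chosen after the data were seen, 8 genes are left: 2 rose after acute morphine and 0 after chronic morphine (4 and 4 when adjusted over the list alone), with medians of 0.21 (camera, adjusted p = 6.86e-04, or 0.0659 with an estimated correlation) and 0.13 (0.0114, or 0.117). The paper tabulates genes that changed on these same arrays, so leaving them out removes rises by construction. Without only those that it names, also chosen after the data were seen, 14 genes are left. Of these, 6 rose after acute and 1 after chronic morphine (camera, adjusted p = 1.45e-09, or 7.76e-04 with an estimated correlation, and 1.34e-04, or 0.0506). Limma's F-test over 12 arrays per treatment gave 2371 probe sets with a morphine effect at an FDR of 1%, naming 1798 genes, and the classical test gave 2241. The count was 1567 without 129P3/J chronic replicate 1, 3679 without C57BL/6J chronic replicate 2, 1574 without DBA/2J acute replicate 3 and 1539 without DBA/2J chronic replicate 1, and it was 130 with the random block. Of the paper's list of 661 probe sets, chosen on these same arrays and so not independent evidence, 655 were detected and 573 passed this test.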

Morphine treatment altered the expression of 618 transcripts covered by 661 probe sets (FDR < 1%, rank > 3; Additional data file 1). 

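At an FDR of 0.01%, 57 probe sets kept a morphine effect in limma's F-test. Fkbp5, which restrains the glucocorticoid receptor, had the smallest adjusted p, 6.51e-13, and rose by 0.89 (SE 0.046) on the log2 scale after acute and by 0.68 (SE 0.046) after chronic morphine. Cdkn1a followed with an adjusted p of 3.30e-09, and the repressor gene Zbtb16 had 7.69e-06. Olig2, a transcription factor of the oligodendrocyte lineage, passed with 3.11e-06.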

A group of transcripts (56 probe sets) with a high level of significance (rank > 7) was used in hierarchical clustering analysis to present example patterns of genes with altered expression (Figure 2). To validate the results obtained by microarrays, quantitative real-time reverse transcription polymerase chain reaction (qPCR) experiments were performed using aliquots of the nonpooled total RNA. From the list of the most significant 56 probe sets, novel morphine-responsive genes with putative neuronal function were selected. The treatment factor in MANOVA was significant for all of the transcripts examined by qPCR. Equal upregulation (about 1.5-fold to 2-fold) of mRNAs for serum/glucocorticoid regulated kinase 3 (*Sgk3*) and calcium/calmodulin-dependent protein kinase I gamma (*Camk1g*) was observed after acute and chronic morphine exposure in all four strains of mice. Greater than twofold induction of zinc finger and BTB domain containing 16 (*Zbtb16*/*Zfp145*) mRNA after acute treatment was confirmed, and this induction was lower after prolonged administration. Furthermore, an increase in the abundance of the frizzled homolog 2 (*Fzd2*) transcript after chronic morphine exposure was detected in all four strains, with the greatest fold change in C57BL/6J mice (Figure 2).

**Figure 2:**
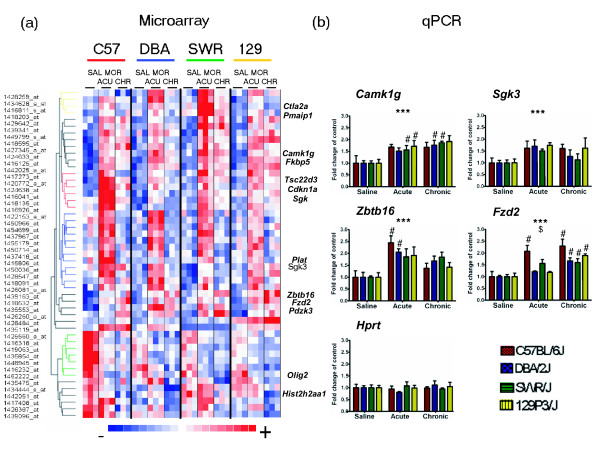
Gene expression changes induced by morphine treatment in the striatum of the four inbred strains of mice. The four strains were C57BL/6J, DBA/2J, SWR/J, and 129P3/J. **(a) **Clustering image of genes whose expression was the most significantly altered, according to microarray analysis (SAL, control group; MOR, acute [ACU] and chronic [CHR] morphine groups). Colored rectangles represent expression levels of the gene indicated by the probe set on the left. Intensity of the color is proportional to the fold change, as indicated on the bar below the cluster image. Hierarchical clustering was performed with the dChip software using Euclidean distance and average linkage method. **(b) **Validation of morphine-induced regulation of expression of the selected genes by quantitative real-time reverse transcription polymerase chain reaction (qPCR). Results are presented as fold change over control group with standard error (*n *= 6 to 9). Significant main effects from multivariate analysis of variance for morphine treatment (***P < 0.001) and interaction (^$^*P *< 0.05) are indicated. Difference between morphine-treated and control groups was analyzed using Bonferroni *post hoc *test (^#^*P *< 0.05).

Acute and chronic effects of morphine were compared in terms of fold change in the microarray findings (Additional data file 2). The greatest induction of gene expression was observed after acute administration, and this response appeared to be tolerated during further injections of morphine. 

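Crot, which shuttles medium-chain acyl groups out of peroxisomes, was lower after chronic than after acute morphine at a log2 difference of -0.62 (SE 0.068), and Cpt2, its mitochondrial counterpart, at -0.44 (SE 0.062). Pdk4, a kinase that shuts off pyruvate oxidation, lay at -0.49 (SE 0.093), Cdkn1a at -0.46 (SE 0.092) and Klf15, a transcription factor of fasting metabolism, at -0.40 (SE 0.074). No difference passed for Plin4, a lipid droplet protein, at -0.13 (SE 0.11, adjusted p = 0.409), Sult1a1 at -0.23 (SE 0.11, adjusted p = 0.137) or Zbtb16 at 0.35 (SE 0.15, adjusted p = 0.0784), whose second probe set lay on the other side of 0, at -0.14 (SE 0.15, adjusted p = 0.531). Of the 25 glucocorticoid-responsive genes, 9 were lower and none was higher after chronic than after acute morphine (13 and 2 when adjusted over the list alone), with a median of -0.14 (camera, adjusted p = 0.0201, or 0.428 with an estimated correlation). Over all detected probe sets, 2413 were higher and 3966 lower after chronic than after acute morphine at an adjusted p under 0.05 in limma, against 671 and 1274 with the random block. With the mean of the 4 strains of each treatment and number as 1 sample, a setting with 9 samples chosen after the data were seen, none passed in limma (5195 at an unadjusted p under 0.05; none by the classical test), and 13 passed for acute and 1 for chronic morphine against saline. The hybridization controls had a mean 0.34 higher on the log2 scale in the chronic than in the acute arrays, with overlapping set means; with their level as a covariate 1866 probe sets passed, and with both the covariate and the random block 1.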

A total of 181 transcripts exhibited more than 1.2-fold (38 with >1.5-fold) greater expression after acute morphine exposure compared with control groups. In contrast, only 76 (13 with >1.5-fold) were upregulated after chronic treatment (Table 2). Moreover, transcription of about three-quarters of these genes (53) was also activated by acute morphine. 

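Plin4, which coats lipid droplets, rose by 1.00 (SE 0.11, adjusted p = 1.67e-06) on the log2 scale after acute morphine, the mean of 4 strains, and Sult1a1, which conjugates phenols and catecholamines with sulfate, rose by 0.99 (SE 0.11, adjusted p = 1.67e-06). Rin2, a Rab5 exchange factor, rose by 0.82 (SE 0.11), Pdk4 by 0.81 (SE 0.093) and Aff1, a component of the transcription elongation complex, by 0.76 (SE 0.060). Among the 2371 probe sets with a morphine effect, 406 were over 1.2-fold and 52 over 1.5-fold higher after acute morphine. Over the paper's list of 661 probe sets the counts were 184 and 39, and with the random block 73 probe sets were over 1.2-fold higher. By the contrast itself, 704 probe sets were higher and 573 lower at an adjusted p under 0.05 in limma (145 and 39 with the random block). The number higher was 440 without 129P3/J saline 1, 460 without DBA/2J acute 3, 1098 without DBA/2J saline 2, 432 without DBA/2J saline 3 and 413 without SWR/J saline 3. The number lower was 332 without 129P3/J acute 3, 340 without 129P3/J saline 1, 302 without 129P3/J saline 3, 325 without C57BL/6J acute 3, 309 without DBA/2J acute 3, 295 without DBA/2J saline 1, 1182 without DBA/2J saline 2, 271 without DBA/2J saline 3, 951 without SWR/J saline 2 and 275 without SWR/J saline 3.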

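After chronic morphine, Plin4 was higher by 0.86 (SE 0.11, adjusted p = 5.20e-05) on the log2 scale, Sult1a1 by 0.76 (SE 0.11, adjusted p = 1.72e-04) and Net1, an exchange factor for RhoA, by 0.75 (SE 0.13, adjusted p = 0.00142). Prdm8, a transcriptional repressor of cortical and retinal neurons, rose by 0.97 (SE 0.21, adjusted p = 0.00673, or 0.102 with the random block). Cortical excitatory neuron genes also had a higher mean score in the chronic arrays, 0.32 ± 0.41 (SD, n = 12) against -0.27 ± 0.57 in saline (permutation of single arrays, adjusted p = 0.0146). Arrays of the same treatment and number deviate together, and over the means of these sets, 3 against 3, the exact permutation p was 0.2, where 0.1 is the smallest possible. Over 1.2-fold, 234 probe sets with a morphine effect were higher after chronic morphine and 19 over 1.5-fold (75 and 13 over the paper's list of 661, 47 over 1.2-fold with the random block). Without C57BL/6J chronic replicate 2, the count at 1.2-fold was 414.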

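Genes higher after both treatments included Tinagl1, a matricellular protein, at 0.58 (SE 0.10) after acute and 0.64 (SE 0.10) after chronic morphine on the log2 scale, and Slc2a1, the glucose transporter of the blood-brain barrier, at 0.46 (SE 0.062) and 0.27 (SE 0.062, adjusted p = 0.168 with the random block); another probe set of Slc2a1 rose after chronic morphine by 0.36 (SE 0.059, adjusted p = 8.33e-04, and 0.0171 with the random block). Gjb6, the astrocyte connexin 30, rose by 0.51 (SE 0.073) and 0.31 (SE 0.073, adjusted p = 0.12 with the random block). Both treatments were compared with the same saline arrays. At an adjusted p under 0.05 in limma, 99 probe sets were higher after both, 85 lower after both and 5 changed in opposite directions. Simulated unchanged groups against those saline arrays shared 0 in each direction (50 simulations), and independent lists of the observed sizes share 9.60, 19.3 and 31.5. These simulations leave out the shared deviation of arrays of the same treatment and number. With it simulated at a correlation of 0.242, unchanged groups gave 19 to 81 acute and 3 to 81 chronic calls (5 runs). Shared calls were not counted there. With the saline arrays split between the treatments, a median of 33.5 were shared upward (17 to 78 over 40 splits), 13 downward (3 to 41) and 1 in opposite directions (0 to 218). With the random block 25 were shared upward and 6 downward. The upward count was 64 without 129P3/J saline 1 and 61 without DBA/2J saline 1; the downward count was 56 without 129P3/J acute 3, 56 without 129P3/J saline 1, 56 without C57BL/6J acute 3, 51 without DBA/2J saline 1 and 131 without DBA/2J saline 2. Over all detected probe sets the changes correlated at 0.126, against 0.50 for unchanged groups, and their covariance of 0.00268 lay below the simulated 0.00415. At 1.2-fold, 73 probe sets with a morphine effect were higher after both, 55 lower after both and 81 changed in opposite directions; 37 were higher and 6 lower with the random block.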

Acute morphine reduced the expression of 69 transcripts, and for 29 of them these changes were also observed after repeated injections. 

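Serpinb1a, an inhibitor of serine proteases, fell by 0.73 on the log2 scale after acute morphine (SE 0.15, adjusted p = 0.00330, or 0.0898 with the random block), and Opalin, a membrane protein of myelinating oligodendrocytes, fell by 0.58 (SE 0.069, adjusted p = 3.89e-06). Cx3cr1, the fractalkine receptor of microglia, was lower at -0.52 (SE 0.083), and Foxp1, a transcription factor of medium spiny neurons, at -0.37 (SE 0.062). Opalin was lower after chronic morphine too, at -0.49 (SE 0.069). Of 18 measured medium spiny neuron genes, 1 fell after acute morphine and none rose, the same as when adjusted over the list alone, with a median of -0.068 (camera, adjusted p = 4.96e-04, or 0.456 with an estimated correlation). Over 1.2-fold, 450 probe sets with a morphine effect were lower after acute morphine (70 over the paper's list of 661, 23 with the random block), and 55 were lower after both treatments. The 450 became 297 without 129P3/J acute 3, 294 without C57BL/6J acute 3 and 270 without DBA/2J acute 3; the 55 became 83 without DBA/2J saline 2.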

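Serpinb1a was lower after chronic morphine at a log2 change of -1.06 (SE 0.15, adjusted p = 1.04e-04), and Ddo, the oxidase of D-aspartate, at -0.82 (SE 0.12, adjusted p = 1.72e-04). Aspa, the oligodendrocyte enzyme that breaks down N-acetylaspartate, fell as well, at -0.48 (SE 0.067), and Rasgrp3, a Ras exchange factor, at -0.41 (SE 0.073). Of the 18 medium spiny neuron genes 6 fell and none rose (7 and 0 when adjusted over the list alone), among them Drd2 at -0.27 (SE 0.052, adjusted p = 0.0519 with the random block) and Isl1, a transcription factor of striatonigral neurons, at -0.32 (SE 0.064, adjusted p = 0.0853 with the random block) (camera for the list, adjusted p = 1.86e-05, or 0.17 with an estimated correlation). Cortical marker genes had mean scores of -0.27 in saline and 0.32 in the same chronic arrays, and oligodendrocyte genes 0.15 and -0.13. Over 1.2-fold, 466 probe sets with a morphine effect were lower after chronic morphine (145 over the paper's list of 661, 38 with the random block), 309 without 129P3/J chronic 1 and 310 without C57BL/6J chronic 3. By the contrast itself, 371 probe sets were higher and 917 lower at an adjusted p under 0.05 in limma (30 and 60 with the random block). With the cortical marker level of each array as a covariate, the total of 1288 was 188. The number lower was 594 without 129P3/J chronic 1, 607 without 129P3/J saline 2, 1916 without C57BL/6J chronic 2, 538 without C57BL/6J chronic 3, 522 without DBA/2J chronic 1, 1463 without DBA/2J chronic 2, 528 without DBA/2J saline 1, 509 without SWR/J chronic 3 and 560 without SWR/J saline 1. The number higher was 220 without 129P3/J chronic 1, 241 without 129P3/J saline 1, 877 without C57BL/6J chronic 2, 185 without C57BL/6J chronic 3, 202 without DBA/2J chronic 1, 626 without DBA/2J chronic 2, 237 without DBA/2J chronic 3, 183 without DBA/2J saline 1, 205 without SWR/J chronic 3, 240 without SWR/J saline 1 and 242 without SWR/J saline 2.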

Chronic morphine treatment decreased mRNA level of 145 (nine by >1.5-fold) genes in total (Figure 3b).

**Table 2:** Summary of morphine-induced changes in gene expression level in the four inbred strains

Treatment	Fold change over control	All of the four strains	129P3/J strain	C57BL/6J strain	DBA/2J strain	SWR/J strain
Acute upregulation	>1.2^a^	181	179	106	313	255
	>1.5	38	33	39	81	42
Acute downregulation	>1.2	69	44	108	68	67
	>1.5	6	4	25	25	14
Chronic upregulation	>1.2	76	90	116	59	63
	>1.5	13	17	38	8	10
Chronic downregulation	>1.2	145	83	278	98	141
	>1.5	9	9	61	10	12

The mouse strains evaluated were 129P3/J, C57BL/6J, DBA/2J, and SWR/J. ^a^Analysis was performed for the group of transcripts significantly changed after morphine treatment. Relative expression levels for 661 probe sets were computed using MBEI perfect match/mismatch (PM/MM) data.

**Figure 3:**
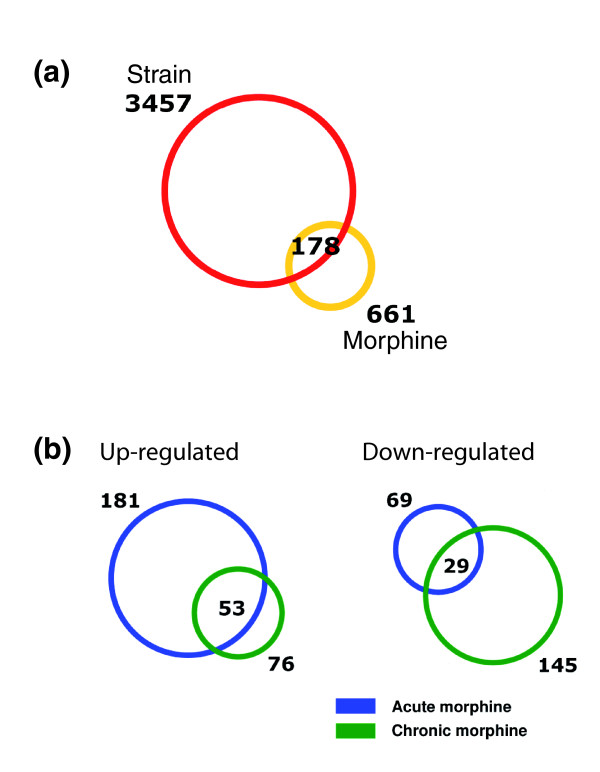
Comparison of the number of genes with expression altered by genotype and morphine treatment. **(a) **In all, 178 probe sets were shared between genes with different levels across the four inbred strains (red circle) and morphine-responsive genes (yellow circle). **(b) **Approximately three-quarters of genes upregulated by chronic treatment (green circles) were also altered by acute morphine treatment (blue circles). On the other hand, 29 genes with a decreased level of mRNA after acute treatment were found in the list of 145 downregulated genes after repeated morphine administration. The list of probe sets with greater than 1.2-fold change over control was analyzed.

To identify functional associations between genes with expression that was altered by morphine, a list of probe sets with more than 1.2-fold change over the control group was analyzed by Gene Ontology (GO). Detailed description of the results of GO classification, together with gene names, is included in Additional data file 3. 

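Hspa1b and Hspa1a, the adjacent genes of the inducible heat shock protein 70, were higher after acute morphine over all strains by 0.51 (SE 0.084, adjusted p = 4.55e-04) and 0.42 (SE 0.088, adjusted p = 0.00523, or 0.112 with the random block) on the log2 scale. Dnajb1, the heat shock protein 40 that assists Hsp70 in refolding proteins, rose by 0.36 (SE 0.059, adjusted p = 3.77e-04). Hspa8, the constitutive relative of Hsp70, lay at 0.011 (SE 0.045, adjusted p = 0.930) by its probe set of highest signal, while another, which the study lists, passed at 0.56 (SE 0.12, adjusted p = 0.00499, or 0.0966 with the random block). With 1 probe set per gene, of 17 measured heat shock genes the first 3 rose and none fell (3 and 0 when adjusted over the list alone), with a median of 0.034 (camera, adjusted p = 0.0693). That p is under 0.05 without 129P3/J saline 3 (0.0119), 129P3/J acute 3 (0.0294), C57BL/6J saline 1 (0.0404), C57BL/6J acute 3 (0.0225), DBA/2J saline 3 (0.0343), DBA/2J acute 3 (0.0199), SWR/J saline 2 (0.0134) and SWR/J acute 3 (0.0267). All 7 detected probe sets that the study counts under temperature stimulus and all 16 under abiotic stimulus passed the acute contrast in limma, in lists chosen by the study on these same arrays and so not independent evidence.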

Among the most abundant group of genes (upregulated after acute morphine), functional patterns of transcripts connected with response to abiotic (GO: 0009628; 13 transcripts; *P *= 0.0001) and temperature (GO: 0009266; four transcripts; *P *= 0.004) stimuli were identified as being over-represented. Also, genes associated with negative regulation of cellular processes (GO: 0048532; 17 transcripts; *P *= 0.001) and regulation of apoptosis (GO: 0042981; ten transcripts; *P *= 0.005) were over-represented, including *Sgk3 *and *Zbtb16 *transcripts.

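Zbtb16, a repressor that halts the cell cycle, rose after acute morphine by 0.90 (SE 0.15, adjusted p = 3.83e-04) on the log2 scale, and Sgk3, a kinase of the survival pathway below phosphoinositide 3-kinase, by 0.38 (SE 0.074, adjusted p = 0.00307, or 0.0825 with the random block). Other probe sets rose by 1.43 (SE 0.15, adjusted p = 4.24e-07, and 4.35e-05 with the random block) for Zbtb16 and by 0.71 (SE 0.080, adjusted p = 1.81e-06, and 2.07e-04 with the random block) and 0.60 (SE 0.065, adjusted p = 8.94e-07, and 8.31e-05 with the random block) for Sgk3. Cdkn1a, which blocks cyclin-dependent kinases, had the largest rise with each gene taken by its probe set of highest signal, 1.27 (SE 0.092, adjusted p = 7.27e-10). Among other targets of p53, Trp53inp1, a promoter of autophagy and cell death, rose by 0.54 (SE 0.060), Pmaip1, the pro-apoptotic protein Noxa, by 0.50 (SE 0.077) and Sesn1, a stress-induced inhibitor of growth signals, by 0.32 (SE 0.071, adjusted p = 0.117 with the random block), or 0.46 (SE 0.059, adjusted p = 1.90e-05, and 0.00297 with the random block) by another of its probe sets. Of 11 measured p53-responsive genes, 4 rose and none fell (5 and 1 when adjusted over the list alone), with a median of 0.14 (camera, adjusted p = 2.78e-05, and 0.00225 with an estimated correlation). The study's own probe sets for regulation of apoptosis passed in limma in 20 of 20 cases, and for negative regulation of cellular processes 18 of 19, in lists that are not independent evidence. The lists as read hold at most 21 probe sets, even for catalytic activity in SWR/J with 84 transcripts. Lists of 20 or 21 probe sets, here and below, may therefore be incomplete.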

In contrast, acute morphine caused the downregulation of genes involved in nervous system development (GO: 0007399; eight transcripts; *P *= 0.003). 

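Ugt8a, which makes the galactosylceramide of myelin, was lower after acute morphine at a log2 change of -0.49 (SE 0.072, adjusted p = 1.58e-04), and Aspa, which supplies acetate for myelin lipids, at -0.39 (SE 0.067, adjusted p = 7.62e-04). Rgma, a repulsive guidance molecule of growing axons, was lower at -0.34 (SE 0.082, adjusted p = 0.0148, or 0.162 with the random block). Tek, the angiopoietin receptor of blood vessels, lay at -0.27 (SE 0.048, adjusted p = 0.00122). For nervous system development, 6 of the study's 8 detected probe sets passed the acute contrast in limma, with a median of -0.35 over the 8, in a list the study chose on these arrays and so not independent evidence.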

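Olig2, the transcription factor that sets the oligodendrocyte lineage, was lower after acute morphine at a log2 change of -0.46 (SE 0.074, adjusted p = 3.77e-04) and lower still after chronic morphine at -0.69 (SE 0.074, adjusted p = 4.07e-06). Gli3, a transcription factor of hedgehog signaling, lay at -0.19 after acute morphine (SE 0.060, adjusted p = 0.0675) by the probe set of highest signal and at -0.35 (SE 0.067, adjusted p = 0.00194, or 0.0674 with the random block) by another that passed. Ugt8a, which builds myelin lipids, also fell after chronic morphine, at -0.60 (SE 0.072, adjusted p = 1.66e-05). Of 18 measured oligodendrocyte and myelin genes, 5 fell and none rose after acute morphine (9 and 0 when adjusted over the list alone; camera, adjusted p = 4.66e-07, or 0.393 with an estimated correlation). After chronic morphine 11 fell and none rose (13 and 0 when adjusted over the list alone), with a median of -0.24 (camera, adjusted p = 7.69e-12, or 0.0831 with an estimated correlation), and 6 of the 11 keep an adjusted p under 0.05 with the random block. The paper names Olig1, Olig2, Ugt8a and Gjb1 for morphine from these same arrays, so the p-values of this list are not fully independent evidence. Of 5 measured genes of oligodendrocyte precursors, 3 fell and none rose after chronic morphine, the same as when adjusted over the list alone, with a median of -0.22 (camera, adjusted p = 5.71e-04, or 0.0506 with an estimated correlation). Cortical excitatory neuron genes moved the other way in these arrays, with mean scores of -0.27 in saline and 0.32 in chronic arrays; C57BL/6J saline 1 and 2, the arrays lowest for them (-1.02 and -1.12), were the highest for oligodendrocyte genes (0.41 and 0.65).

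**Figure D2:**
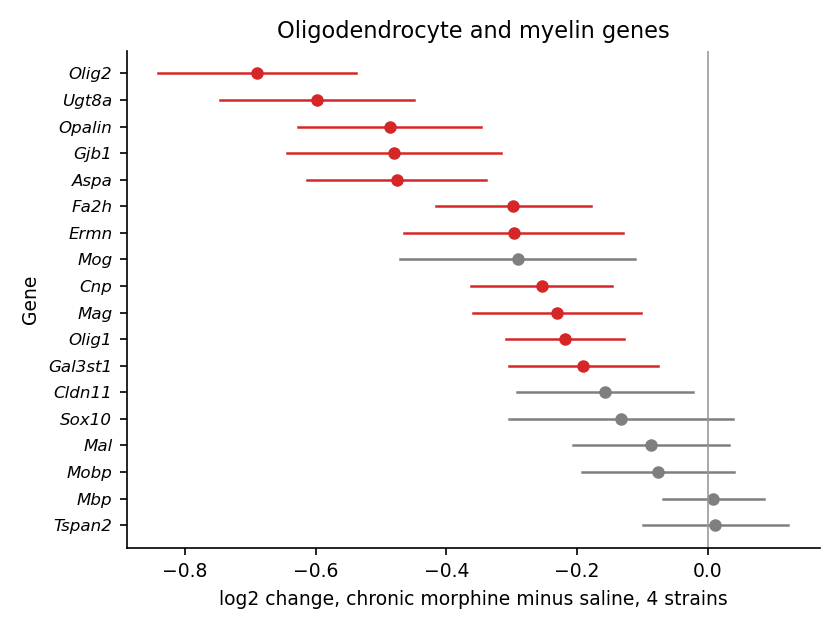
Log2 change from saline to chronic morphine over all strains, with 95% confidence intervals, for each of the 18 oligodendrocyte and myelin genes; red marks the genes with an adjusted p under 0.05. The 11 red genes all lie below 0, and the median of the list is -0.24. The paper names Olig1, Olig2, Ugt8a and Gjb1 for morphine, so the list is not fully independent evidence. Cortical marker genes were higher in the same chronic arrays, by a median of 0.65, with 1 gene called on its own. Neither list passed with an estimated correlation.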

At least two transcriptional regulators involved in oligodendrogenesis, namely oligodendrocyte transcription factor 2 (*Olig2*) and GLI-Kruppel family member (*Gli3*), were identified in this group. 

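Sncaip, which encodes synphilin-1, a binding partner of alpha-synuclein at synapses, was lower after chronic morphine at a log2 change of -0.49 (SE 0.073, adjusted p = 2.49e-04). After acute morphine it lay at -0.27 (SE 0.073, adjusted p = 0.0316, or 0.264 with the random block), a call that ends without any of 129P3/J acute 3 (0.0542), 129P3/J saline 1 (0.0669), 129P3/J saline 3 (0.0524), C57BL/6J acute 3 (0.0635), C57BL/6J saline 2 (0.0516), DBA/2J acute 1 (0.0529), DBA/2J acute 2 (0.0519), DBA/2J saline 1 (0.0677), SWR/J acute 2 (0.0556), SWR/J acute 3 (0.0598) and SWR/J saline 1 (0.0559) (adjusted p without each array in parentheses). Grm4, a presynaptic glutamate receptor, was lower at -0.34 (SE 0.069, adjusted p = 0.0601 with the random block) after acute morphine, and Gabrd, a GABA receptor subunit outside synapses, at -0.25 (SE 0.056, adjusted p = 0.140 with the random block). Among 18 detected probe sets that the study lists for cell communication, 17 passed the acute contrast in limma, with a median of -0.36, in a list that is not independent evidence.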

Downregulation was also observed for genes associated with cell-cell communication (GO: 0007154; 17 transcripts; *P *= 0.008), including the synphilin (*Sncaip*) protein, which is involved in synaptic function.

Repeated opioid administration maintained an increased mRNA level of genes related to negative regulation of apoptosis (GO: 0043066; five transcripts; *P *= 0.002). 

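Cdkn1a, which holds cells in G1 phase, stayed higher after chronic morphine by 0.82 (SE 0.092, adjusted p = 6.00e-06) on the log2 scale, and Zbtb16 by 1.25 (SE 0.15, adjusted p = 8.78e-06). Ier3, an early response gene that protects cells from death signals, rose by 0.33 (SE 0.067, adjusted p = 0.00504, or 0.115 with the random block). Of 20 measured immediate early genes, 4 rose and none fell (10 and 1 when adjusted over the list alone; 1 fell without C57BL/6J chronic 2), with a median of 0.20 (camera, adjusted p = 3.26e-07, or 0.0831 with an estimated correlation); among them Arc, a regulator of synaptic glutamate receptors, was at 0.49 (SE 0.10, adjusted p = 0.0950 with the random block) and Nr4a3, an orphan nuclear receptor, at 0.46 (SE 0.097, adjusted p = 0.180 with the random block). Cortical marker genes were also higher in the chronic arrays, by a median of 0.65, with 1 gene called on its own. That list did not pass with an estimated correlation. The study's own list for negative regulation of apoptosis held 11 detected probe sets, of which 8 passed the chronic contrast in limma, and is not independent evidence.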

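Gjb1, which encodes the connexin 32 of oligodendrocyte gap junctions, was lower after chronic morphine at a log2 change of -0.48 (SE 0.080, adjusted p = 9.23e-04). Gabrg1, a GABA receptor subunit, was lower at -0.45 (SE 0.090) and Utrn, a cytoskeletal anchor of glial endfeet, at -0.28 (SE 0.042). Aqp4, the water channel of astrocyte endfeet, lay at -0.30 (SE 0.071, adjusted p = 0.181 with the random block). All 7 probe sets that the study lists under cell-cell signaling passed the chronic contrast in limma, with a median of -0.49, and are not independent evidence. Genes of cortical excitatory neurons moved the other way in the same arrays (median 0.65; camera, adjusted p = 3.07e-04, or 0.137 with an estimated correlation), as did Neurod2, a cortical transcription factor, at 0.59 (SE 0.13, adjusted p = 0.0983 with the random block).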

The decrease in cell-cell signaling genes (GO: 0007267; seven transcripts; *P *= 0.005), including those encoding gap junction membrane proteins α12 and β1 (*Gja12 *and *Gjb1*), was also detected. In addition, chronic treatment decreased the expression of several genes that are involved in nucleosome assembly (GO:0006334; five transcripts; *P *= 0.001). This functional category contains several histone genes, for instance *H1c *and *H2bp*.

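H2aw, which encodes a core histone of the H2A family, was lower after chronic morphine at a log2 change of -0.32 (SE 0.076, adjusted p = 0.0153, or 0.169 with the random block). Of 8 measured histone genes of this kind, 3 fell and none rose (4 and 0 when adjusted over the list alone), with a median of -0.14 (camera, adjusted p = 0.0159, or 0.0831 with an estimated correlation). After acute morphine the list did not shift (camera, adjusted p = 0.908). The paper names H1f2 and H2bc22, under older names, for morphine, so the p-values of this list are not fully independent evidence. In the chronic arrays cortical marker genes were higher by a median of 0.65 and oligodendrocyte genes lower, at a median of -0.24. Neither list passed with an estimated correlation. Single calls were 1 cortical gene higher and 11 oligodendrocyte genes lower. The study's 5 probe sets for nucleosome assembly all passed the chronic contrast in limma, with a median of -0.32, and are not independent evidence.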

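H1f2, the linker histone formerly named H1c, was lower after chronic morphine at a log2 change of -0.46 (SE 0.13, adjusted p = 0.0406, or 0.290 with the random block), a call that ends without 129P3/J chronic 1 (0.0856), 129P3/J saline 1 (0.0722), 129P3/J saline 2 (0.0575), C57BL/6J chronic 3 (0.0883), C57BL/6J saline 1 (0.0714), DBA/2J chronic 1 (0.0585), DBA/2J chronic 3 (0.0766), DBA/2J saline 1 (0.0880), DBA/2J saline 3 (0.0580), SWR/J chronic 2 (0.0510), SWR/J chronic 3 (0.0824) and SWR/J saline 2 (0.0779). Another probe set of H1f2 was lower at -0.45 (SE 0.096, adjusted p = 0.00742, or 0.107 with the random block), and leaving out any single array kept that call. H2bc22, the core histone formerly named H2bp, was lower at -0.32 (SE 0.071, adjusted p = 0.0108, or 0.0950 with the random block).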

### Strain differences in transcriptional response to morphine

Comparison of changes in gene expression profile across the inbred mouse strains with diverse opioid-related phenotypes provides the possibility to find direct associations between transcriptional and behavioral response to the drug. From the list of genes responsive to morphine (661 probe sets), 178 exhibited different levels of mRNA abundance also at basal conditions (Figure 3a). Furthermore, evaluation of the interaction between two main factors (strain and treatment) in MANOVA analysis identified 48 probe sets (rank > 3) for genes with transcriptional difference between the strains in response to morphine. 

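Olig2 and Hspa1b are examples of genes with both effects: Olig2 had an adjusted p of 0.00816 for strain and Hspa1b had 6.68e-04 for morphine in limma's F-tests. Zbtb16 also had both, with 0.00443 for strain. In all, 541 probe sets had both a strain and a morphine effect at an FDR of 1%, 22.8% of those with a morphine effect, where independent lists of these sizes share 313 on average. The number with both was 54 with the random block and 158 with the hybridization control level as a covariate, where the morphine effect alone was called for 130 and 426. Both tests use the same estimate of spread for each probe set. The study's own list held 178 probe sets with both effects; of 175 detected, 150 passed the morphine test, 152 the strain test and 138 both, in a list that is not independent evidence.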

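No probe set had an interaction of strain and morphine at an FDR of 1% in limma's F-test, nor by the classical F-test, and at an unadjusted p under 0.05 there were 1399; the smallest adjusted p was 0.407. Sox2, a transcription factor of glia and progenitors, had an unadjusted p of 1.12e-04 and rank 3, and Hspa1a had 1.21e-04 and rank 5. Leaving out any single array kept the count at 0. Of simulated acute changes in 1 strain, the interaction test recovered 9.60% at 1.5-fold, 49.6% at 2-fold and 87.2% at 3-fold (250 probe sets each). All of the study's 48 interaction probe sets were detected, and none passed; 47 had an unadjusted p under 0.05 and 38 under 0.01, in a list chosen on these arrays and so not independent evidence.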

Significant interaction was detected for *Sgk*, *Nfkbia*, and *Hspa1b*, for example (Additional data file 1).

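Hspa1b had an interaction p of 1.35e-04, rank 9 of 27212 probe sets, and an adjusted p of 0.407 in limma's F-test. Sgk1, the serum and glucocorticoid regulated kinase, had an unadjusted p of 0.00117 and rank 49. Its acute change in C57BL/6J exceeded the mean of the other 3 strains by 0.79 on the log2 scale (SE 0.17, adjusted p = 0.17). For Nfkbia, the inhibitor of NF-kappa-B, that difference was 0.43 (SE 0.10, adjusted p = 0.199). Neither difference passed in limma without the random block. With the block, 282 probe sets passed a difference between strains in the acute or chronic effect, and the interaction test still called 0.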

Comparison of the magnitude of inter-strain differences in the level of mRNA across morphine treatments was characterized by fold change (Table 2). Lists of probe sets with more than 1.2-fold and 1.5-fold change in signal for each experimental group were obtained. In general, transcription was mostly increased after a single injection of morphine in all of the strains, whereas repeated administration caused a decrease in the expression levels of a large number of genes. 

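Fkbp5, which binds the unliganded glucocorticoid receptor, rose after acute morphine in each strain: by 0.90 (SE 0.092) in 129P3/J, 0.94 (SE 0.092) in C57BL/6J, 0.98 (SE 0.092) in DBA/2J and 0.76 (SE 0.092) in SWR/J on the log2 scale. Over the paper's list of 661 probe sets, which was chosen for morphine effects on these arrays and so is not independent evidence, 184 were over 1.2-fold higher and 44 lower after acute morphine in 129P3/J, 110 and 106 in C57BL/6J, 317 and 69 in DBA/2J, and 260 and 65 in SWR/J. After chronic morphine the numbers were 91 and 85, 116 and 286, 60 and 99, and 62 and 141. These are counts of fold size in 3 arrays against 3, without a test.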

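Aff1, a subunit of the elongation complex that frees paused RNA polymerase, rose after acute morphine in DBA/2J by 0.97 (SE 0.12) on the log2 scale and in C57BL/6J by 0.70 (SE 0.12). After chronic morphine, Plin4 rose in C57BL/6J by 1.31 (SE 0.22), and Camk1g, a neuronal kinase, by 0.63 (SE 0.10). Within single strains the acute contrast called 265 probe sets in DBA/2J and 80 in C57BL/6J (35 higher and 45 lower), and the chronic contrast 475 in C57BL/6J, at an adjusted p under 0.05 in limma with 3 arrays per group; the other groups had few calls. The DBA/2J acute total was 6 without DBA/2J acute 1, 14 without DBA/2J acute 3, 5 without DBA/2J saline 1, 1001 without DBA/2J saline 2 and 16 without DBA/2J saline 3. The C57BL/6J acute total was 37 without C57BL/6J acute 2, 35 without C57BL/6J acute 3 and 40 without C57BL/6J saline 1, and its number lower was 11 without C57BL/6J acute 2, 9 without C57BL/6J acute 3, 15 without C57BL/6J saline 1, 22 without C57BL/6J saline 2 and 77 without C57BL/6J saline 3. The C57BL/6J chronic total was 63 without C57BL/6J chronic 1, 3004 without C57BL/6J chronic 2, 22 without C57BL/6J chronic 3, 71 without C57BL/6J saline 1, 134 without C57BL/6J saline 2 and 1107 without C57BL/6J saline 3. With the 9 arrays of each strain fitted alone in limma, these 3 totals were 0, 4 and 0, with array weights 5618, 264 and 173, and without the 3 saline arrays that stand apart in the control probe sets, a setting chosen after the data were seen, 24, 35 and 41. In the same order they were 351, 92 and 92 with the hybridization control level as a covariate, 347, 78 and 185 with the cortical marker level as a covariate and 432, 90 and 670 with the random block, all chosen after the data were seen. These counts are not a test of a difference between the strains. With quantile normalization the C57BL/6J acute calls were 39 higher and 33 lower, 54.2% higher against 43.8% without it. Simulated acute changes within 1 strain were recovered in 44.0% of probe sets at 1.5-fold and 88.4% at 2-fold.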

The transcriptional response to acute morphine was the strongest in the DBA/2J strain, whereas chronic morphine affected most the C57BL/6J mice. Furthermore, to characterize the transcriptional representation of biologic processes initiated by morphine in the striatum, ontologic analysis of genes with altered expression was performed (Table 3). Functional annotation was done in each strain on a list of transcripts with a fold change greater than 1.2 (Additional data file 3).

**Table 3:** Examples of significantly enriched GO annotation for the list of morphine-responsive genes

Mouse strain	Morphine treatment	mRNA change	Enriched GO annotation (GO ID)	Number of genes	*P*	Example genes
C57BL/6J	Acute	+^a^	Regulation of apoptosis (0042981)	11	9.1 × e^-06b^	*Tsc22d3*, *Pmaip1*, and *Plekhf1*
129P3/J	Chronic	-	Nucleosome assembly (0006334)	5	1.7 × e^-04^	*Hist1h1c*, *Hist1h3b*, and *Hist1h2bl*
C57BL/6J	Chronic	-	Transmission of nerve impulse (0019226)	10	8.6 × e^-04^	*Sncaip*, *Adora2a*, and *Npy5r*
DBA/2J	Acute	+	Response to abiotic stimulus (0009628)	15	9.8 × e^-04^	*Cryab*, *Dnajb1*, and *Cdkn1a*
DBA/2J	Acute	+	Response to temperature stimulus (0009266)	5	1.7 × e^-03^	*Hspa8*, *Hspa1b*, and *Cryab*
C57BL/6J	Chronic	-	Cellular lipid metabolism (0044255)	17	1.95 × e^-04^	*Vldr*, *Sc5d*, and *Acsl3*
SWR/J	Acute	+	Glucose transport (0015758)	4	2.0 × e^-03^	*Stxbp3a*, *Stxbp4*, and *Aps*
SWR/J	Chronic	-	Cell communications (0007154)	25	2.3 × e^-03^	*Plcd4*, *Gjb1*, and *Utrn*
129P3/J	Acute	-	Neuron differentiation (0030182)	5	2.4 × e^-03^	*Olig2*, *Gli3*, and *Ablim1*
SWR/J	Acute	+	Carboxylic acid metabolism (0019752)	16	1.4 × e^-03^	*Cpt1a*, *Cpt2*, and *Crot*
C57BL/6J	Chronic	+	Negative regulation of biological process (0048519)	12	7.5 × e^-03^	*Zbtb16*, *Sgk3*, and *Adrb1*
SWR/J	Acute	-	Nervous system development (0007399)	7	9.9 × e^-03^	*Olig2*, *Rgma*, and *Ugt8a*
129P3/J	Chronic	+	Intracellular signaling cascade (0007242)	12	1.0 × e^-02^	*Ppm1*, *Dab1*, and *Snx24*

The complete results of the Gene Ontology (GO) analysis are presented in Additional data file 3. ^a^(+) increased mRNA abundance in response to morphine; (-) decreased mRNA level. ^b^Statistical significance of functional over-representation was computed using Fisher's exact test.

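In C57BL/6J, Cdkn1a, the p53 target that arrests dividing cells, rose by 1.80 (SE 0.18, adjusted p = 2.25e-06) on the log2 scale after a single injection. Opalin of mature oligodendrocytes was lower there at -0.81 (SE 0.14, adjusted p = 0.00282). The oligodendrocyte and myelin genes had a mean log2 score of 0.46 in the C57BL/6J saline arrays, against -0.0094 in 129P3/J, 0.097 in DBA/2J and 0.035 in SWR/J saline, and of 0.11 after acute morphine in C57BL/6J. Among 20 detected probe sets listed by the study for regulation of apoptosis in this strain, 9 passed the C57BL/6J contrast in limma with 3 arrays against 3, and of 20 for apoptosis, 10 passed, in lists that are not independent evidence. The p53-responsive genes shifted upward in this strain (camera with the preset correlation, adjusted p = 5.80e-05). Cdkn1a belongs to that list and to the glucocorticoid-responsive list.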

In the C57BL/6J mice, a single morphine injection induced the transcription of genes classified under several GO terms associated with apoptosis (GO: 0042981, GO: 0006915, GO: 0043066, GO: 0043066, GO: 0043068, and GO: 0006916), for example regulation of apoptosis (GO: 0042981; 11 transcripts; *P *= 0.00001). However, the neuronal functions of genes from this class, such as TSC22 domain family 3 (*Tsc22d3*/*Dsip1*/*Gilz*) or pleckstrin homology domain containing family F (*Plekhf1*), are not fully understood and might not be strictly associated with cell apoptosis. 

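Tsc22d3, the leucine zipper protein through which glucocorticoids restrain inflammation, rose after acute morphine by 0.85 (SE 0.074, adjusted p = 2.43e-08) on the log2 scale over all strains and by 1.23 (SE 0.15, adjusted p = 4.53e-05) in C57BL/6J. After chronic morphine it stayed higher by 0.55 (SE 0.074, adjusted p = 8.66e-05) over all strains. Plekhf1, a lysosomal protein that can trigger cell death, was higher by 0.28 (SE 0.073, adjusted p = 0.0271, or 0.215 with the random block) after acute morphine, a call that ends without 129P3/J acute 3 (0.0576), 129P3/J saline 1 (0.0528), DBA/2J acute 3 (0.0545), DBA/2J saline 1 (0.0538), DBA/2J saline 3 (0.0645) and SWR/J saline 3 (0.0666).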

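Klf15, which drives amino acid breakdown during fasting, rose after acute morphine over all strains by 0.45 (SE 0.074, adjusted p = 4.55e-04) on the log2 scale. Gpt2, the mitochondrial alanine transaminase, rose by 0.58 (SE 0.11, adjusted p = 0.00169). Among 19 detected probe sets of the study for carboxylic acid metabolism, 3 passed the acute contrast within DBA/2J in limma, with a median of 0.36. Its 19 in SWR/J had none past within the strain, and 17 of these 19 passed over all strains. For carbohydrate transport in DBA/2J, 1 of 5 passed; none of these lists is independent evidence.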

Acute morphine enhances the transcription of several functional groups of genes that are related to metabolism, including carboxylic acid metabolism (GO: 0019752) in DBA/2J (17 transcripts; *P *= 0.003) and SWR/J (16 transcripts; *P *= 0.001), as well as carbohydrate transport (GO: 0008643) in DBA/2J (five transcripts; *P *= 0.005). Proteins with transferase activity, including methionine adenosyltransferase II, α (*Mat2a*) and carnitine *O*-octanoyltransferase (*Crot*), were contained within these groups. 

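Crot, which prepares medium-chain fatty acids for export from peroxisomes, rose after acute morphine by 0.40 (SE 0.068, adjusted p = 6.05e-04) on the log2 scale over all strains. Cpt2, the carnitine palmitoyltransferase of the inner mitochondrial membrane, rose by 0.27 (SE 0.062, adjusted p = 0.0117, or 0.138 with the random block), and Cpt1a, the rate-limiting enzyme of fatty acid import, lay at 0.15 (SE 0.055, adjusted p = 0.123) by its probe set of highest signal. Another probe set of Cpt1a, which the study lists, passed at 0.31 (SE 0.084, adjusted p = 0.0279, or 0.211 with the random block), a call that ends without 129P3/J saline 1 (0.0604), 129P3/J saline 3 (0.0534), C57BL/6J saline 3 (0.0551), C57BL/6J acute 1 (0.0546), DBA/2J saline 1 (0.0509), DBA/2J saline 3 (0.0592), DBA/2J acute 1 (0.0539), DBA/2J acute 3 (0.0551), SWR/J saline 3 (0.0682) and SWR/J acute 1 (0.0504). Of 14 measured fatty acid oxidation genes, 2 rose and none fell (camera, adjusted p = 0.0870, or 0.0396 without SWR/J acute 3).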

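Stxbp3, a Munc18 protein that governs the insertion of glucose transporters into the membrane, rose after acute morphine over all strains by 0.38 (SE 0.069, adjusted p = 0.00159, or 0.0667 with the random block) on the log2 scale, and by 0.66 (SE 0.11, adjusted p = 8.40e-04, and 0.0198 with the random block) by another probe set. Its relative Stxbp4 lay at 0.21 (SE 0.10, adjusted p = 0.273). In C57BL/6J, Slc2a1, which carries glucose across the blood-brain barrier, rose by 0.75 (SE 0.12, adjusted p = 0.00282). For glucose transport in the study's lists, 1 of 4 probe sets passed within DBA/2J, none of 3 within C57BL/6J and none of 4 within SWR/J in limma, with 3 arrays per group, in lists that are not independent evidence.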

Genes involved in glucose transport (GO: 0015758) were also upregulated in DBA/2J (four transcripts; *P *= 0.003), C57BL/6J (three transcripts; *P *= 0.005), and SWR/J (four transcripts; *P *= 0.002), including syntaxin binding proteins 3A (*Stxbp3a*) and 4 (*Stxbp4*). Moreover, morphine induced a group of transcripts involved in response to temperature stimulus (GO: 0009266). Over-representation of transcripts associated with response to temperature was observed after acute injection in DBA/2J (five transcripts; *P *= 0.002) and SWR/J (four transcripts; *P *= 0.009), but also after chronic treatment in DBA/2J (three transcripts; *P *= 0.005). For instance, gene transcription of heat shock proteins *Hspa1a *and *Hspa1b *was increased.

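Dnajb1, a co-chaperone of Hsp70, rose after acute morphine in DBA/2J by 0.79 (SE 0.12, adjusted p = 0.00205) on the log2 scale. The study's list for temperature stimulus in DBA/2J held 8 detected probe sets, of which 5 passed in limma, with a median of 0.99; in SWR/J none of 7 passed within the strain and 7 passed over all strains. After chronic morphine none of 6 passed in DBA/2J, with a median of 0.45; none of these lists is independent evidence.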

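Hspa1a, the human HSP72 homolog, lay at a log2 change of 0.21 in 129P3/J (SE 0.18, adjusted p = 1.00), 0.19 in C57BL/6J (SE 0.18, adjusted p = 0.678) and 0.32 in SWR/J (SE 0.18, adjusted p = 0.671) after acute morphine. In DBA/2J it rose by 0.97 (SE 0.18, adjusted p = 0.0103), a call that ends without DBA/2J acute 1 (0.113), DBA/2J saline 1 (0.0750) and DBA/2J saline 3 (0.0665). Hspa1b rose there by 1.01 (SE 0.17, adjusted p = 0.00606), a call that ends without DBA/2J acute 1 (0.0714), DBA/2J saline 1 (0.0669) and DBA/2J saline 3 (0.0571), and by 1.59 (SE 0.24, adjusted p = 0.00205, and 0.00434 with the random block) by another probe set, a call that no single array ends.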

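Foxp1, Olig2 and Ugt8a, all genes of neuronal or glial differentiation, lay at log2 changes of -0.40 (SE 0.12), -0.50 (SE 0.15) and -0.38 (SE 0.14) after acute morphine in 129P3/J, and none passed there. The study's list for nervous system development held 6 detected probe sets in 129P3/J and 8 in SWR/J; none passed within its strain in limma with 3 arrays per group, and 5 of each passed over all strains. The median in 129P3/J was -0.48, and the lists are not independent evidence.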

Acute injection of morphine downregulated genes that are involved in nervous system development (GO: 0007399) in 129P3/J (six transcripts; *P *= 0.006) and SWR/J (seven transcripts; *P *= 0.01) mice. However, the function of the majority of these genes, for example RGM domain family member A (*Rgma*) or myocyte enhancer factor 2C (*Mef2c*), in the adult brain is poorly characterized. In addition, a similar group of genes related to neuron differentiation (GO: 0030182) was downregulated in 129P3/J strain (five transcripts; *P *= 0.002).

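Rgma, which repels growing axons and acts as a co-receptor for bone morphogenetic proteins, was higher after chronic than after acute morphine by 0.47 (SE 0.082, adjusted p = 5.11e-04) on the log2 scale. Over the means of the 9 sets of the same treatment and number, the comparison of chronic with acute morphine called 0 probe sets. With the hybridization control level as a covariate and the random block it called 1. Mef2c, a transcription factor that limits synapse number, lay at 0.087 after acute morphine (SE 0.067, adjusted p = 0.518) by its probe set of highest signal and at -0.29 (SE 0.10, adjusted p = 0.104) by the one in the study's lists. None of its 5 detected probe sets passed the acute contrast, with values from -0.46 (adjusted p = 0.0503) to 0.17.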

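For neuron differentiation in 129P3/J, the study's list held 5 detected probe sets, with a median log2 change of -0.50; none passed within the strain in limma and 4 passed over all strains, in a list that is not independent evidence. Rgma, the axon guidance gene, lay at -0.45 in this strain (SE 0.16, adjusted p = 1.00).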

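Dab1, the adaptor that passes the reelin signal into migrating neurons, rose over all strains by 0.33 (SE 0.054, adjusted p = 3.77e-04) on the log2 scale after acute morphine and by 0.23 (SE 0.054, adjusted p = 0.0135, or 0.179 with the random block) after chronic morphine. In 129P3/J alone its chronic change was 0.31 (SE 0.11, adjusted p = 0.977). Of the study's 15 detected probe sets for intracellular signaling in 129P3/J, none passed within the strain in limma and 8 passed over all strains, in a list that is not independent evidence.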

Chronic morphine enhances gene expression of factors that participate in intracellular signaling cascades (GO: 0007242; 12 transcripts; *P *= 0.01) in 129P3/J mice, including disabled homolog 1 (*Dab1*) and protein phosphatase 1 (*Ppm1*) genes. 

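Acot1, a thioesterase that releases fatty acids from coenzyme A, was lower after chronic morphine over all strains at a log2 change of -0.43 (SE 0.079, adjusted p = 0.00241, or 0.0825 with the random block). Idi1, an enzyme of isoprenoid synthesis, was lower at -0.28 (SE 0.057, adjusted p = 0.00524, or 0.132 with the random block), Cyp51, the lanosterol demethylase, at -0.37 (SE 0.086, adjusted p = 0.0135, or 0.162 with the random block) and Fdps, the farnesyl diphosphate synthase, at -0.20 (SE 0.050, adjusted p = 0.0189, or 0.275 with the random block). Of 19 measured cholesterol synthesis genes, 5 fell and none rose (6 and 0 when adjusted over the list alone; camera, adjusted p = 0.0119, or 0.137 with an estimated correlation). Oligodendrocyte genes, which include makers of myelin lipids, were lower in the same arrays, with a median of -0.24, and cortical marker genes higher, with 0.65. Neither list passed with an estimated correlation. Of the study's 17 detected probe sets for cellular lipid metabolism in C57BL/6J, 6 passed within the strain in limma and 11 over all strains, in a list that is not independent evidence.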

Repeated morphine administration caused a reduction in mRNA abundance of genes that are involved in cellular lipid metabolism (GO: 0044255; 17 transcripts; *P *= 0.0002) in the C57BL/6J strain. 

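Vldlr, a lipoprotein and reelin receptor, lay at a log2 change of -0.25 after chronic morphine in C57BL/6J (SE 0.11, adjusted p = 0.214) and at -0.17 over all strains (SE 0.057, adjusted p = 0.0825), while the probe set of the gene in the paper's lists lay at -0.46 (SE 0.13, adjusted p = 0.0595) in the strain and passed over all strains at -0.32 (SE 0.065, adjusted p = 0.00501, or 0.115 with the random block). Sc5d, which acts late in cholesterol synthesis, lay at -0.33 in C57BL/6J (SE 0.11, adjusted p = 0.107) and at -0.19 over all strains (SE 0.057, adjusted p = 0.0527) in limma.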

Transcripts for very-low-density lipoprotein receptor (*Vldlr*) and sterol-C5-desaturase (*Sc5d*) were downregulated. Furthermore, mRNA levels of genes that are implicated in the transmission of nerve impulse (GO: 0019226) were found to be decreased after prolonged morphine treatment in three of four strains: C57BL/6J (ten transcripts; *P *= 0.0009), DBA/2J (five transcripts; *P *= 0.01), and 129P3/J (five transcripts; *P *= 0.009). 

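Grik2, a kainate receptor subunit, was lower after chronic morphine over all strains at a log2 change of -0.25 (SE 0.062, adjusted p = 0.0201, or 0.214 with the random block). Of 27 measured genes of GABA and glutamate receptors and their enzymes, 4 fell and none rose (7 and 0 when adjusted over the list alone), with a median of -0.089 (camera, adjusted p = 0.0395, or 0.291 with an estimated correlation). That shift ends without 129P3/J chronic 2 (0.0503), DBA/2J saline 3 (0.0543), DBA/2J chronic 2 (0.0505), SWR/J saline 3 (0.0585) or SWR/J chronic 3 (0.0543), and without C57BL/6J chronic 2 the number that fell is 7. In the same arrays cortical marker genes were higher, with a median of 0.65, and medium spiny neuron and oligodendrocyte genes lower, with -0.095 and -0.24. With an estimated correlation these lists did not pass. Of the study's probe sets for transmission of nerve impulse, 4 of 10 passed within C57BL/6J in limma and 8 over all strains; none of 5 passed within DBA/2J or 129P3/J, and 5 of each over all strains, in lists that are not independent evidence.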

Genes encoding synaptic receptors neuropeptide Y receptor Y5 (*Npy5r*), glutamate receptor ionotropic kainate 2 (*Grik2*), and GABAa receptor subunit (*Gabrg1*) were identified among this group.

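Npy5r, the feeding-related neuropeptide Y receptor, lay at a log2 change of -0.22 after chronic morphine over all strains (SE 0.072, adjusted p = 0.0742), which passed with C57BL/6J chronic 2 (0.0167) or SWR/J saline 3 (0.0478) left out. Within C57BL/6J it was lower at -0.54 (SE 0.14, adjusted p = 0.0473), a call close to the threshold that ends without any 1 of 129P3/J acute 1 (0.0538), 129P3/J acute 2 (0.0550), 129P3/J acute 3 (0.0548), 129P3/J chronic 2 (0.0526), 129P3/J saline 1 (0.0548), 129P3/J saline 2 (0.0550), 129P3/J saline 3 (0.0550), C57BL/6J acute 2 (0.0523), C57BL/6J acute 3 (0.0554), C57BL/6J chronic 1 (0.174), C57BL/6J chronic 3 (0.318), C57BL/6J saline 1 (0.179), C57BL/6J saline 2 (0.108), DBA/2J acute 1 (0.0528), DBA/2J acute 2 (0.0524), DBA/2J acute 3 (0.0508), DBA/2J chronic 1 (0.0510), DBA/2J chronic 3 (0.0550), DBA/2J saline 1 (0.0535), SWR/J acute 1 (0.0541), SWR/J acute 3 (0.0521), SWR/J chronic 1 (0.0529), SWR/J chronic 2 (0.0536), SWR/J chronic 3 (0.0558) and SWR/J saline 2 (0.0502). Grik2 within C57BL/6J lay at -0.42 (SE 0.12, adjusted p = 0.0687), and Grm3, a glial and presynaptic glutamate receptor, was lower after acute morphine over all strains at -0.22 (SE 0.048, adjusted p = 0.00752, or 0.130 with the random block).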

Several of the identified genes exhibited strong strain-specific changes in mRNA abundance. 

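Opalin, a marker of myelinating cells, had the smallest adjusted p of any test of a strain's response against that of the other 3: its chronic change in C57BL/6J lay apart from theirs by -0.89 (SE 0.16, adjusted p = 0.0791) on the log2 scale. H6pd, which supplies NADPH for cortisone activation, lay apart in its acute change in DBA/2J by -0.94 (SE 0.18, adjusted p = 0.159), and Ddit4, a stress-induced inhibitor of mTOR, in its acute change in C57BL/6J by 0.92 (SE 0.21, adjusted p = 0.17). The C57BL/6J saline arrays had the highest oligodendrocyte score of the 4 saline groups, 0.46 on the log2 scale, and a cortical score of -0.70; after chronic morphine the scores in C57BL/6J were 0.046 and 0.015. No probe set passed any of the 8 such contrasts in limma; at an unadjusted p under 0.05 the acute counts were 324 for 129P3/J, 4301 for C57BL/6J, 2401 for DBA/2J and 264 for SWR/J, and the chronic counts 630, 2541, 380 and 634. Differences of the acute effect of 1 strain were recovered in simulations in 32.0% of probe sets at 1.5-fold and 81.2% at 2-fold. With the random block 282 probe sets passed, and with array weights 2019; leaving out single arrays gave 0 to 94, with 94 without C57BL/6J chronic 2, 1 without C57BL/6J saline 1, 1 without C57BL/6J saline 2, 24 without C57BL/6J saline 3, 1 without DBA/2J chronic 2, 1 without DBA/2J saline 2, 1 without SWR/J acute 2 and 1 without SWR/J chronic 1.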

Differences in response were confirmed using the qPCR method. In strain DBA/2J, the level of heat shock protein 1B (*Hspa1b*) mRNA was increased after acute morphine by about 2.5-fold over control. Repeated treatment significantly reduced this effect in DBA/2J mice. On the contrary, the C57BL/6J strain exhibited a greater than threefold induction until after chronic treatment (Figure 4). Strain-dependent regulation of nuclear factor of kappa light chain gene enhancer in B-cells inhibitor α (*Nfkbia*) and dual specificity phosphatase 14 (*Dusp14*) transcripts was also verified by qPCR. Uniquely in the C57BL/6J strain, abundance of *Nfkbia *mRNA was increased almost twofold after acute morphine compared with control. *Dusp14 *expression was also upregulated only in C57BL/6J; a more than twofold increase was detected after chronic administration (Additional data file 4). Strain differences in transcriptional response were also observed for TSC22 domain family 3 (*Tsc22d3*/*Dsip1*/*Gilz*) and CCAAT/enhancer binding protein C/EBP delta (*Cebpd*). Both genes were strongly upregulated after acute morphine in C57BL/6J. However, mRNA level of *Tsc22d3 *was also noticeably elevated in the three other strains (Figure 4c).

**Figure 4:**
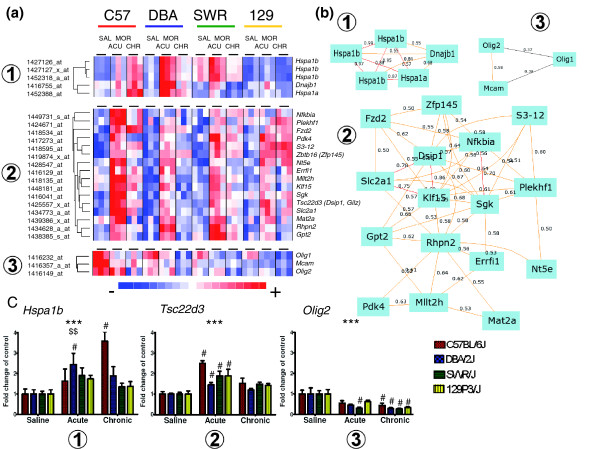
Morphine-induced co-regulation of gene transcription. **(a) **Clusters of genes co-expressed with (1) *Hspa1b*, (2) *Tsc22d3 *(*Dsip1*), and (3) *Olig2 *after morphine treatment (SAL, control group; MOR, acute [ACU] and chronic [CHR] morphine groups). Colored rectangles represent expression levels of the gene indicated by the probe set on the left and gene symbol on the right. Intensity of the color is proportional to the fold change as indicated on the bar below the cluster image. **(b) **Network graphs of transcripts co-regulated with (1) *Hspa1b*, (2) *Tsc22d3 *(*Dsip1*), and (3) *Olig2 *were generated using the gene-to-gene correlation tool in WebQTL (Hippocampus Consortium M430v2 Dec05 PDNN). Correlation coefficients for each pair of transcripts are indicated beside the line. The *Hspa1b *gene was represented by three different probe sets on the microarray. **(c) **Confirmation of morphine induced regulation of expression of three selected genes by quantitative real-time reverse transcription polymerase chain reaction (qPCR). Results are presented as fold change over control group with standard error (*n *= 6 to 9). Significant main effects from multivariate analysis of variance for morphine treatment (***P < 0.001) and interaction (^$$^*P *< 0.01) are indicated. Difference between morphine-treated and control groups was analyzed using Bonferroni *post hoc *test (^#^*P *< 0.05).

### Genes co-regulated by morphine treatment

Three genes exhibiting substantial changes in expression after morphine treatment were selected as potential markers of biologic processes coordinated at the transcriptional level (*Hspa1b*, *Tsc22d3*, and *Olig2*). Prediction of co-expression of genes was verified using gene-to-gene correlation on the independent dataset. Analyses conducted in a large panel of BXD recombinant inbred (RI) strains (86) presented an opportunity to identify associative networks between transcripts [16]. Therefore, we conducted a search for genes with putative common mechanisms of transcriptional regulation in response to morphine using trait correlation analysis implemented in the WebQTL database.

Heat shock protein 70 (*Hspa1b*) was classified by GO analysis into functional groups associated with response to temperature and cellular stress. Thirty-four probe sets exhibited high positive correlations (*r *> 0.6, *n *= 86) with *Hspa1b *across the BXD RI panel, and four transcripts from this list were also significantly regulated by morphine. Expression of *Hspa1b *was highly correlated with mRNA levels of other heat shock proteins, namely heat shock protein 72 (*Hspa1a*) and heat shock protein 40 (*Dnajb1*). Inter-strain differences in response to acute and chronic morphine between C57BL/6J and DBA/2J were similar for all genes in this group. However, in the SWR/J mRNA profile, *Hspa1b *was noticeably different from *Hspa1a *and *Dnajb1*. 

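In C57BL/6J, Hspa1b rose after chronic morphine by 0.96 (SE 0.17, adjusted p = 0.00576) on the log2 scale, and Hspa1a by 0.87 (SE 0.18, adjusted p = 0.0137), a call that ends without C57BL/6J chronic 1 (0.0591) and C57BL/6J chronic 3 (0.106). Dnajb1 lay at 0.25 there (SE 0.12, adjusted p = 0.230) by its probe set of highest signal, and another passed at 0.91 (SE 0.19, adjusted p = 0.0197), a call that ends without C57BL/6J saline 1 (0.0747), C57BL/6J chronic 1 (0.0816) and C57BL/6J chronic 3 (0.0827); without the first of these arrays the value is 0.48. For the acute effect in DBA/2J against the other 3 strains, the differences were 0.73 for Hspa1a (SE 0.20, adjusted p = 0.404) and 0.57 for Dnajb1 (SE 0.14, adjusted p = 0.347). For the chronic effect in C57BL/6J the difference was 0.86 for Hspa1b (SE 0.19, adjusted p = 0.243). None of these differences passed in limma without the random block.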

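In SWR/J, Hspa1b lay at a log2 change of 0.36 after acute morphine (SE 0.17, adjusted p = 0.585) and at -0.032 after chronic morphine (SE 0.17, adjusted p = 0.992). Dnajb1 lay at 0.35 (SE 0.12, adjusted p = 0.441) and -0.22 (SE 0.12, adjusted p = 0.840).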

Interestingly, no changes in expression of any of these genes were observed in the 129P3/J strain (Figure 4).

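In 129P3/J, Hspa1b lay at a log2 change of 0.24 after acute morphine (SE 0.17, adjusted p = 1.00) and at -0.075 after chronic morphine (SE 0.17, adjusted p = 0.988). Dnajb1 lay at 0.22 after acute morphine (SE 0.12, adjusted p = 1.00) in limma, with 3 arrays per group. The 17 heat shock genes shifted downward together in this strain after chronic morphine (camera, adjusted p = 0.00252, or 0.294 with an estimated correlation) with no single gene past the threshold. The cortical marker score was 0.72 in these chronic arrays and -0.0014 in 129P3/J saline. The oligodendrocyte score was -0.23 and -0.0094 in the same order.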

An association between TSC22 domain family 3 (*Tsc22d3*) and regulation of apoptosis was identified by GO analysis. Our further literature search yielded data that implicate the glucocorticoid receptor (GR) as a potential modulator of *Tsc22d3 *transcription [17]. Expression of the *Tsc22d3 *gene in the BXD RI panel exhibited a strong positive correlation with 146 transcripts. 

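Sgk1, a kinase induced by glucocorticoids that acts on ion channels, rose after acute morphine over all strains by 0.60 (SE 0.073, adjusted p = 6.33e-06) on the log2 scale. Fzd2, a Wnt receptor, rose by 0.24 (SE 0.054, adjusted p = 0.0117, or 0.164 with the random block), and its 2 other probe sets rose by 0.48 (SE 0.077, adjusted p = 3.77e-04, and 0.0172 with the random block) and 0.58 (SE 0.088, adjusted p = 1.78e-04, and 0.0236 with the random block). Nt5e, the ectoenzyme that makes extracellular adenosine, lay at 0.18 (SE 0.10, adjusted p = 0.350) by its probe set of highest signal, and another of its probe sets passed at 0.75 (SE 0.076, adjusted p = 4.08e-07, and 1.74e-04 with the random block). After chronic morphine Klf15, the metabolic regulator, lay at 0.052 (SE 0.074, adjusted p = 0.720).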

Unexpectedly, seven genes at the top of this list (*Sgk*, *Klf15*, *Fzd2*, *Gpt2*, *Rhpn2*, and *Nt5e*), characterized by a very high level of correlation (*r *> 0.72, *P *< 10^-16^, *n *= 86) also had a similar profile after morphine treatment. Moreover, from the list of 146 probe sets, 17 transcripts exhibited co-expression with *Tsc22d3 *in the BXD RI panel and appeared to be co-regulated after morphine treatment. In addition, this pattern in transcriptional response to morphine was most evident in the C57BL/6J strain (Figure 4).

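In C57BL/6J, Sgk1 rose by 1.19 (SE 0.15, adjusted p = 5.10e-05) on the log2 scale after acute morphine, and 10 of 25 glucocorticoid-responsive genes rose while none fell (18 and 0 when adjusted over the list alone; camera, adjusted p = 8.48e-34, and 2.96e-06 with an estimated correlation). In DBA/2J 7 of these genes rose (11 when adjusted over the list alone), and in 129P3/J and SWR/J 2 each (9 each when adjusted over the list alone). The calls of the list hold with an estimated correlation in each strain (adjusted p = 6.68e-04 in 129P3/J, 0.0286 in DBA/2J and 0.00857 in SWR/J), but several of its genes had been seen in the paper's tables. Without those that the paper names or tabulates for morphine, 1 of 8 genes rose in C57BL/6J and none fell (3 and 0 when adjusted over the list alone; camera, adjusted p = 3.78e-05, and 0.0153 with an estimated correlation). In DBA/2J 1 gene rose too (1 when adjusted over the list alone), with an adjusted p of 0.189 for the list. The list's adjusted p was 0.137 in 129P3/J and 0.245 in SWR/J, where none rose. The paper tabulates genes that changed on these same arrays, so this list is weaker by construction. Without only those that the paper names, 14 genes are left. Their adjusted p by camera was 2.89e-11 in C57BL/6J, 1.41e-05 in 129P3/J, 0.0132 in DBA/2J and 0.00774 in SWR/J. With an estimated correlation it was 2.57e-04, 0.0129, 0.429 and 0.206 in the same order. None of the differences of the glucocorticoid-responsive genes between C57BL/6J and the other strains passed in limma without the random block.

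**Figure D3:**
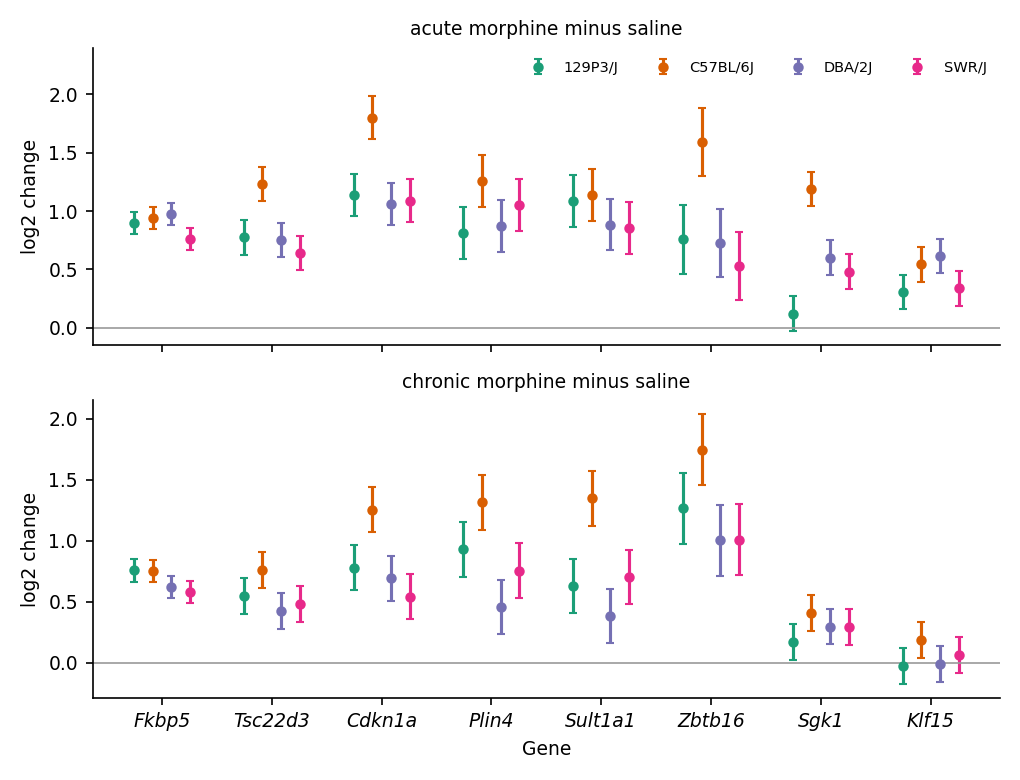
Log2 change from saline, with standard errors, of 8 glucocorticoid-responsive genes in each strain after acute and after chronic morphine, in separate panels. Fkbp5 ranges from 0.76 in SWR/J to 0.98 in DBA/2J after acute morphine, and Sgk1 reaches 1.19 in C57BL/6J.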

Functional classification implicated oligodendrocyte-specific bHLH transcription factor 2 (*Olig2*) in nervous system development and neuron differentiation, in particular the development of motoneurons and oligodendrocytes. *Olig2 *expression in the BXD RI panel was positively correlated only with seven probe sets. This list includes one gene, melanoma cell adhesion molecule (*Mcam*), that is regulated by morphine with an analogous profile to *Olig2 *and decrease in mRNA level. In addition, *Olig1*, which had a similar regulation pattern after morphine treatment, was added manually to this group because functional connections with *Olig2 *are well described.

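Mcam, an adhesion molecule of pericytes and endothelium, was lower over all strains at a log2 change of -0.46 (SE 0.11, adjusted p = 0.0158, or 0.177 with the random block) after acute morphine and -0.54 (SE 0.11, adjusted p = 0.00532, or 0.118 with the random block) after chronic morphine. Of 9 measured endothelial genes 2 fell and none rose after acute morphine in C57BL/6J (6 and 0 when adjusted over the list alone; camera, adjusted p = 7.58e-06, and 0.0153 with an estimated correlation), in limma with 3 arrays per group. Over all strains the list did not pass (camera, adjusted p = 0.0774). C57BL/6J saline replicate 1 stood apart in the Gapdh control, at 0.72. The oligodendrocyte score in C57BL/6J was 0.46 in saline and 0.11 after acute morphine, and the cortical score -0.70 and -0.27.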

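Olig1, the partner of Olig2 in oligodendrocyte maturation, was lower after chronic morphine over all strains at a log2 change of -0.22 (SE 0.044, adjusted p = 0.00485, or 0.0912 with the random block). After acute morphine it lay at 0.017 (SE 0.044, adjusted p = 0.884). Gpr17, a receptor of maturing oligodendrocyte precursors, was lower after chronic morphine at -0.38 (SE 0.069, adjusted p = 0.00189, or 0.0600 with the random block) in limma.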

### Involvement of glucocorticoid receptor in transcriptional response to morphine

The qPCR method was used to evaluate the influence of GR blockade on acute morphine-induced gene transcription of selected genes (*Tsc22d3*, *Nfkbia*, *Zbtb16*, *Sgk*, and *Fzd2*). All five genes exhibited marked co-regulation by morphine treatment and co-expression in the BXD RI panel (Figure 4). Changes in striatal gene expression were evaluated 4 hours after a single administration of morphine (20 mg/kg, subcutaneously). Morphine-induced increases in transcription of these genes were attenuated by administration of GR receptor antagonist RU486 30 min before morphine. Dose-dependent reductions in the increase in gene expression of *Tsc22d3 *and *Zbtb16 *were observed after administration of both tested doses of RU486 (20 and 40 mg/kg, intraperitoneally). In the case of *Nfkbia*, however, morphine-related induction of transcription was significantly attenuated only by the higher dose (Figure 5). Moreover, acute morphine induction of two other genes, namely *Sgk *and *Fzd2*, also decreased toward the control level after blockade of GR receptor (20 mg/kg RU486; data not shown). RU486 treatment did not alter basal mRNA levels of the selected genes as compared with those in the vehicle-treated control group. The results of the present study indicate that GR is involved in the expression of several morphine-responsive genes.

**Figure 5:**
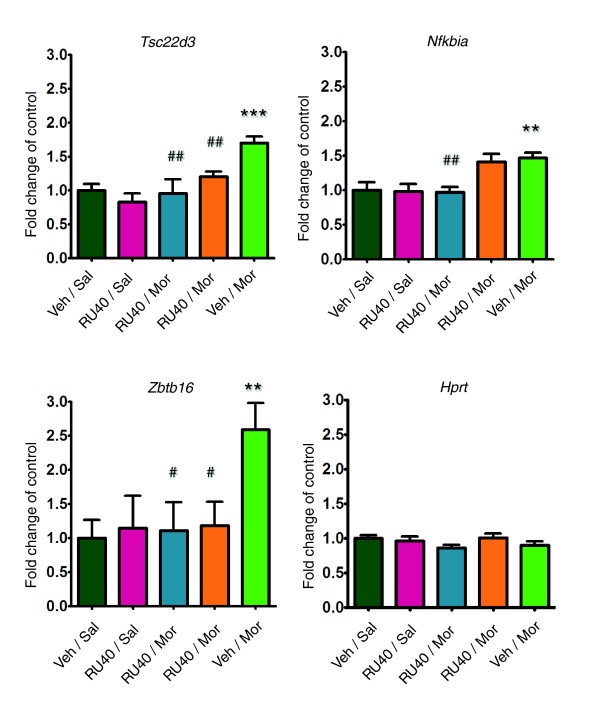
Involvement of glucocorticoid receptor in transcriptional response to morphine. Inhibition of morphine-induced transcription of selected genes by an antagonist of the glucocorticosteroid receptor, namely RU486. Five experimental groups were compared (see Materials and methods): vehicle and acute subcutaneous morphine 20 mg/kg (Veh/Mor); morphine preceded by injection of 20 mg/kg RU486 (RU20/Mor); morphine preceded by injection of 40 mg/kg RU486 (RU40/Mor); and control groups injected with saline and RU486 (RU40/Sal) or saline and vehicle (Veh/Sal). Gene expression in striatum of C57BL/6J mice was analyzed 4 hours after morphine treatment. The results of quantitative real-time reverse transcription polymerase chain reaction (qPCR) are presented as fold change of control group (Veh/Sal) with standard error. Differences between groups were analyzed by analysis of variance ANOVA following Bonferroni multiple comparison correction (*n *= 5 to 6; **P < 0.01, ***P < 0.001 versus control group; ^#^*P *< 0.05, ^##^*P *< 0.01 versus morphine).

### Modulation of behavioral effects of morphine by glucocorticoid receptor blockade

The influence of GR blockade on locomotor stimulant effects of morphine and development of physical dependence was evaluated in the C57BL/6J strain. Acute morphine (20 mg/kg, subcutaneously) treatment induced typical hyper-locomotion (Figure 6a). Effects of morphine in the GR antagonist RU486-treated (20 mg/kg) mice were significantly attenuated compared with those in the vehicle-treated animals (*P *< 0.05). Control groups of animals (treated only with RU486, saline, or vehicle) did not exhibit locomotor stimulation during the experiment; there were also no statistically significant differences between these groups. RU486 treatment did not alter basal locomotor activity (Figure 6a).

**Figure 6:**
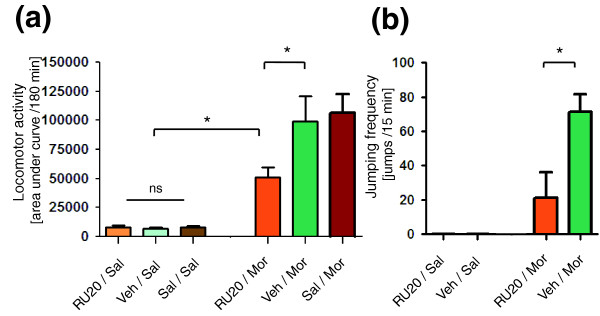
Modulation of behavioral response to morphine by RU486 pretreatment. **(a) **Effects of acute morphine administration (20 mg/kg, subcutaneously) on locomotor activity were analyzed in glucocorticoid antagonist-treated C57BL/6J mice. Mice were injected with 20 mg/kg RU486 (RU20). After 30 min, the mice were injected with morphine (Mor) or saline (Sal). Column bars correspond to the mean number of photocell counts per group with standard error (*n *= 6 to 8) collected from 0 to 180 min after administration of morphine. **(b) **Influence of glucocorticoid receptor antagonist pretreatment on the development of opioid physical dependence was analyzed in C57BL/6J mice. RU486 (20 mg/kg) was administered 30 min before acute injection of morphine (100 mg/kg, subcutaneously). The next day animals were injected with an additional dose of morphine (20 mg/kg, subcutaneously) following by the injection of naloxone (15 mg/kg, subcutaneously). The level of morphine dependence is presented as mean naloxone-precipitated withdrawal jumping response (number of jumps per 30 min after naloxone injection) with standard error (*n *= 5 to 6). Control animals were treated with vehicle (Veh) and saline (Sal). The data presented in panels a and b were analyzed using analysis of variance following Tukey's *post hoc *test (*P < 0.05; ns, not significant).

A single dose of RU486 (20 mg/kg) was administered 30 min before an injection of morphine (100 mg/kg, subcutaneously). On the next day animals were injected with an additional dose of morphine (20 mg/kg, subcutaneously) followed by injection of naloxone (after 3 hours; 15 mg/kg). This treatment scheme resulted in robust physical dependence in morphine-treated mice, as revealed by the mean number of jumps (71.5 ± 9.9 jumps per 15 min). RU486 pretreatment significantly suppressed naloxone-precipitated withdrawal jumping response (21 ± 15.1 jumps per 15 min) compared with the morphine-treated group (*P *< 0.05; Figure 6b). Other signs of opioid withdrawal such as defecation and urination were also attenuated in RU486-treated mice.

## Discussion

Comparison of striatal gene expression profiles of the selected strains of mice indicated that expression of 2,870 transcripts was affected by genetic background. The majority of the detected differences in the mRNA levels were highly statistically significant but relatively small in the magnitude. A large degree of disparity between inbred mouse strains in the brain transcriptome is in accordance with previously published data [18]. Furthermore, complex strain-specific and region-specific expression patterns of a number of transcripts were recently reported [19]. Consequently, differences in mRNA distribution restricted to subregions or specific cellular populations in striatum are among the possible explanations for relatively small fold differences. On the other hand, our earlier studies suggested the presence of inter-strain differences in the level of mRNA variants for the number of genes (for example, *Atp1a2 *and *Comt*) [14]. The results obtained here extend our previous observations and present a broader list of potential candidate genes for further study. The influence of differences in particular genes on the genome-phenome interaction remains to be elucidated.

In the present study, we analyzed the effects of acute and chronic morphine treatment. Genotype-independent influences of morphine treatment on gene expression profile in the striatum were evaluated in all four mouse strains. The degree of alteration in gene expression (618 transcripts) was significantly less than the above-mentioned differences between the strains in terms of basal transcript levels.

Acute morphine injection increased the mRNA level of a large group of genes, including the functional groups of transcripts associated with response to abiotic and temperature stimuli. These transcriptional responses are potentially related to common physiologic effects induced by opioids in mice [10]. Both acute and chronic morphine administration resulted in mRNA upregulation of genes classified using GO terms as factors involved in the regulation of cellular processes and apoptosis, whereas mRNA abundance of genes linked to nervous system development and cell-cell communication decreased. However, we consider GO analysis as providing an indication of functional association between groups of genes, rather demonstrating a direct connection with each process described by a GO term. For instance, serum/glucocorticoid-regulated kinase 3 (*Sgk3*) was classified as a gene associated with apoptosis, whereas the expression of *Sgk3 *in brain was also associated with memory consolidation [20]. Our data include changes in the expression of genes with functional importance to the prolonged effects of morphine, such as plasminogen activator (*Plat*) and FK506-binding protein 5 (*Fkbp5*). 

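Plat, the tissue plasminogen activator released at synapses, rose after acute morphine over all strains by 0.36 (SE 0.063, adjusted p = 0.00113, or 0.0507 with the random block) on the log2 scale and was lower after chronic than after acute morphine at -0.45 (SE 0.063, adjusted p = 1.40e-04). Fkbp5, the receptor co-chaperone, was lower after chronic than after acute morphine at -0.22 (SE 0.046, adjusted p = 0.00183) in limma. Neither difference between chronic and acute morphine holds over the 9 set means, where this comparison called 0 probe sets. It called 1 with the hybridization control level as a covariate and the random block.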

Morphine upregulation of *Plat *mRNA was linked to drug-related reward properties [21], whereas the inhibition of *Fkbp5 *was found to prevent symptoms of opioid withdrawal syndrome [22]. In our experiments, morphine-induced changes in striatal gene expression of components of intracellular signaling pathways, for example calcium/calmodulin-dependent protein kinase I γ (*Camk1g*) and the receptor for Wnt signaling proteins frizzled homolog 2 (*Fzd2*), were identified. However, the previously described downregulation of mRNAs for cytoskeleton-related genes and genes involved in mitochondrial respiration after acute morphine was not confirmed [23]. These discrepancies may result from the experiments being conducted at different time points.

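Camk1g, a kinase of dendrite growth, rose over all strains by 0.61 (SE 0.052, adjusted p = 2.08e-08) on the log2 scale after acute and by 0.50 (SE 0.052, adjusted p = 4.07e-06) after chronic morphine. Fzd2, which passes Wnt signals to the cell interior, rose after chronic morphine by 0.41 (SE 0.054, adjusted p = 8.60e-05) in limma, 12 arrays against 12.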

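Over 78 measured genes of the mitochondrial respiratory chain, the median log2 change after acute morphine was -0.010 (camera, adjusted p = 0.137). Ndufa10, a subunit of complex I, was lower at -0.30 (SE 0.079, adjusted p = 0.0251, or 0.184 with the random block), a call that ends without 129P3/J saline 3 (0.0557), C57BL/6J acute 3 (0.0507), DBA/2J acute 3 (0.0525), DBA/2J saline 3 (0.0615) and SWR/J saline 3 (0.0571), and Uqcrc2, a core subunit of complex III, was lower at -0.25 (SE 0.067, adjusted p = 0.0308, or 0.202 with the random block), a call that ends without 129P3/J acute 3 (0.0605), 129P3/J saline 3 (0.0682), C57BL/6J acute 2 (0.0508), C57BL/6J acute 3 (0.0546), C57BL/6J saline 1 (0.0580), DBA/2J acute 3 (0.0681), DBA/2J saline 1 (0.0607), DBA/2J saline 3 (0.0715), SWR/J acute 3 (0.0552), SWR/J saline 1 (0.0509) and SWR/J saline 3 (0.0707). Among 19 measured cytoskeleton genes, Mapt, the microtubule protein tau, was lower at -0.28 (SE 0.075, adjusted p = 0.0305, or 0.202 with the random block), a call that ends without 129P3/J acute 1 (0.0514), 129P3/J acute 3 (0.0564), 129P3/J saline 1 (0.0623), 129P3/J saline 3 (0.0689), C57BL/6J acute 3 (0.0560), C57BL/6J saline 3 (0.0516), DBA/2J acute 3 (0.0518), DBA/2J saline 1 (0.0611), DBA/2J saline 3 (0.0732) and SWR/J saline 3 (0.0678); the list did not shift (camera, adjusted p = 0.124). Without 129P3/J saline 1 (0.0415), 129P3/J acute 2 (0.0480) or SWR/J acute 2 (0.040) the first list passed, and without C57BL/6J saline 1 (0.0344) the second did.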

In comparison with acute morphine, repeated administration caused a large decrease in mRNA levels of many genes, including the over-represented group of histone transcripts involved in nucleosome assembly and chromatin remodeling. However, remodeling of chromatin was identified as important regulatory mechanism of cocaine-induced plasticity in striatum [24]. Moreover, one of the genes with decreased mRNA level after repeated morphine treatment, namely oligodendrocyte transcription factor 2 (*Olig2*), was identified as an essential transcriptional regulator in neuron and oligodendrocyte specification [25] and was recently postulated to be involved in susceptibility to schizophrenia [26]. 

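H2bc22, a core histone gene, was lower after chronic than after acute morphine at a log2 difference of -0.46 (SE 0.071, adjusted p = 2.39e-04) in limma, as the mean of 4 strains. H1f2, the linker histone, lay at -0.42 (SE 0.13, adjusted p = 0.0205) in the same comparison, which uses no saline arrays. Over the 9 set means this comparison called 0 probe sets, and 1 with the hybridization control level as a covariate and the random block. The hybridization controls differed by 0.34 between these arrays.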

In summary, these observations may suggest that chronic morphine-induced alterations in the striatum are related to cell plasticity and structural changes.

One of the main aims of the present study was to investigate genotype-dependent differences in transcriptional response induced by morphine. 

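Pdk4, which spares glucose, lay at log2 changes of 0.61 in DBA/2J (SE 0.19), 0.80 in SWR/J (SE 0.19), 1.07 in C57BL/6J (SE 0.19) and 0.75 in 129P3/J (SE 0.19) after acute morphine. Of the 2371 probe sets with a morphine effect in limma, 1492 were over 1.2-fold from saline in DBA/2J after acute morphine, 1163 in SWR/J, 661 in 129P3/J and 608 in C57BL/6J. In the same order they were 271, 250, 213 and 242 with the hybridization control level as a covariate and 112, 99, 86 and 76 with the random block, both chosen after the data were seen. The total was 959 without DBA/2J acute 3 for DBA/2J, 770 without SWR/J saline 3 for SWR/J and 1035 without 129P3/J saline 2 for 129P3/J. Fold sizes from 3 arrays against 3 grow with the spread of a group as well as with its response, and are not a test of a difference between strains.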

Comparison of the number of genes regulated by morphine across the four strains has indicated that acute response is markedly greater in DBA/2J and SWR/J mice than in C57BL/6J and 129P3/J mice. DBA/2J and SWR/J strains exhibited over-representation of metabolism-related genes across the list of regulated transcripts. Both strains exhibited greater hypothermic response to single morphine administration [10]. Furthermore, acute morphine induces increase in locomotor activation in C57BL/6J and 129P3/J mice, but not in DBA/2J and SWR/J [10]. The findings suggest that strain differences in over-expression of metabolism-related genes may be associated with behavioral responses to morphine. These changes in gene expression might be among the possible factors that determine development of morphine-related traits. For instance, DBA/2J and SWR/J strains exhibited low morphine preference, measured as oral self-administration of morphine [12].

The obtained profiles of gene expression indicate that some of the alterations in transcription appear to be related to the physiologic state of the whole body. Co-expression of three genes that are typically associated with cellular stress and temperature stimulus (*Hspa1a*, *Haspa1b*, and *Dnajb1*) was detected after morphine treatment. Further analysis of heat shock protein 1b gene expression revealed inter-strain differences in response. 

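Hspa1b, the stress-inducible Hsp70 gene, had mean log2 intensities of 9.02 ± 0.31 in DBA/2J saline, 10.02 ± 0.34 in DBA/2J acute, 8.78 ± 0.061 in C57BL/6J saline, 9.74 ± 0.11 in C57BL/6J chronic groups (SD, n = 3 arrays). Dnajb1, its co-chaperone, had 9.51 ± 0.16 in DBA/2J saline, 10.30 ± 0.11 in DBA/2J acute, 9.73 ± 0.048 in C57BL/6J saline, 9.98 ± 0.15 in C57BL/6J chronic groups. Hspb1, the small heat shock protein Hsp27, lay apart in its chronic change in C57BL/6J from the other strains by 0.52 (SE 0.13, adjusted p = 0.292) on the log2 scale. This difference did not pass in limma without the random block.

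**Figure D4:**
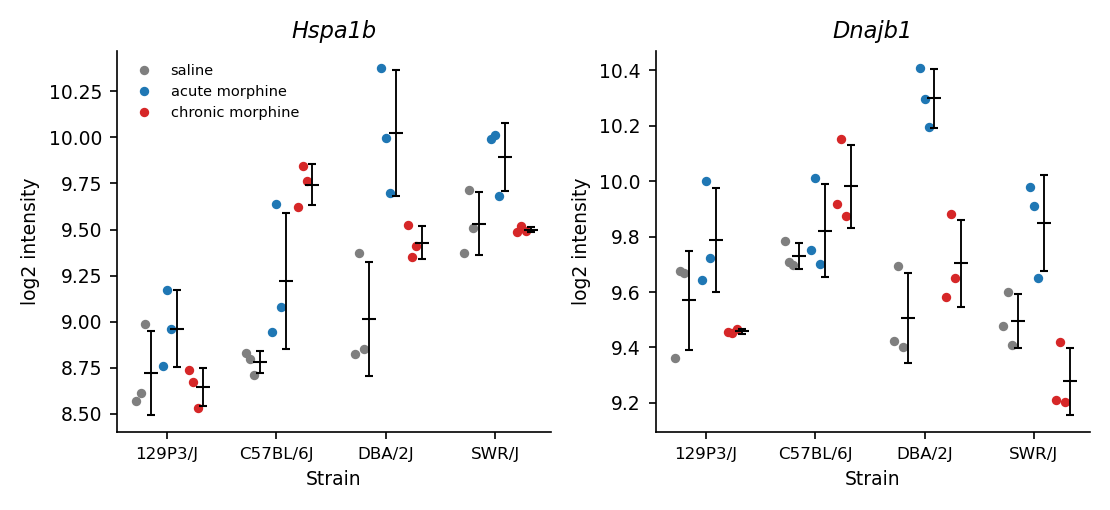
Log2 intensity of Hspa1b and Dnajb1 on each of the 36 arrays, by strain and treatment, with group means and standard deviations. Hspa1b averages 10.02 in acute DBA/2J and 9.74 in chronic C57BL/6J arrays.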

The greatest induction of heat shock protein (HSP) mRNAs after acute morphine administration was observed in DBA/2J, whereas after chronic morphine treatment it was observed in C57BL/6J mice. As mentioned above, acute morphine produces severe hypothermia in mice [10]. However, the inter-strain differences in profile of HSP mRNA expression after acute morphine were negatively related to changes in body temperature. On the other hand, opioid-induced hypoxia caused by respiratory depression with different escalation in the strains might be involved in expression of HSP genes. Increased expression of Hsp70 mRNA in rat brain was suggested to be a protective mechanism against the harmful effects of opiates [27]. Interestingly, different responses in gene expression of Hsp70 were observed between rats after active and passive morphine administration [28]. The presented results support previous data and implicate regulation of HSP gene expression as a potential marker of physiologic alterations of homeostatic processes induced by morphine in brain.

To identify transcriptional response associated with specific opioid-related traits, changes in mRNA level were correlated with morphine-induced behavioral traits (Additional data file 5). Severe symptoms of opioid withdrawal observed in SWR/J mice were associated with strong transcriptional activation of cytotoxic T lymphocyte-associated protein 2 (*Ctla2a*) and methionine adenosyltransferase II (*Mat2a*) genes after acute administration of morphine, whereas changes in gene expression of adenosine A2a receptor (*Adora2a*) were negatively related to the level of morphine physical dependence across the four inbred mouse strains (Figure 7). 

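Ctla2a, an inhibitor of cathepsin-like proteases, rose after acute morphine over all strains by 0.62 (SE 0.073, adjusted p = 3.43e-06) on the log2 scale and within SWR/J by 0.92 (SE 0.15, adjusted p = 0.00495), a call that ends without SWR/J acute 2 (0.0945) and SWR/J saline 3 (0.0923). After chronic morphine it was lower than after acute morphine at -0.54 (SE 0.073, adjusted p = 1.09e-04) in limma. That comparison called 0 probe sets over the 9 set means, and 1 with the hybridization control level as a covariate and the random block.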

A role of functional activation of the adenosine A2a receptor in opioid withdrawal was previously reported [29].

**Figure 7:**
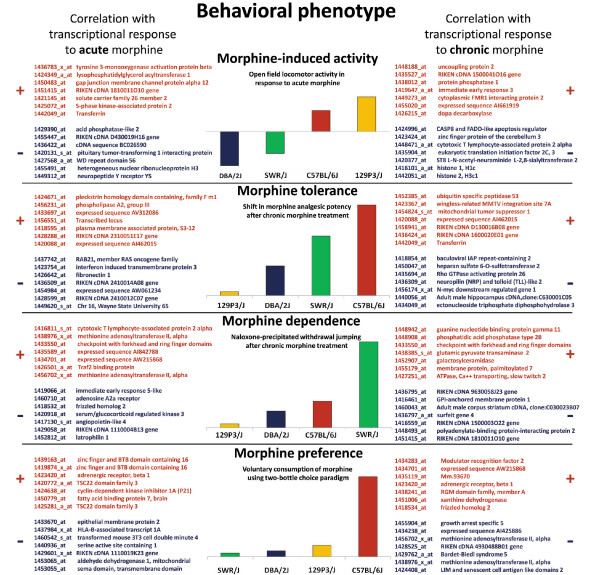
Morphine-induced changes in gene expression correlated with the behavioral response. Transcriptional and behavioral responses to morphine were compared across the four inbred strains of mice with specific opioid-related phenotype (C57BL/6J, DBA/2J, 129P3/J, and SWR/J). Behavioral data were gathered as described in the Materials and methods section. The results were obtained by using Pearson correlation (Additional data file 5). Correlation between each opioid-related trait and transcriptional response to acute morphine is presented on the left panel along with chronic morphine on the right panel. Positive correlations between changes in gene expression and behavioral response are highlighted by red color (+), and negative ones are highlighted by the blue color (-).

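Npy5r, through which neuropeptide Y stimulates feeding, lay apart in its chronic change in C57BL/6J from the mean of the other 3 strains by -0.43 (SE 0.17, adjusted p = 0.440) on the log2 scale, and Gabrg1, a subunit of GABA receptors, by -0.33 (SE 0.21, adjusted p = 0.638). Neither difference passed in limma without the random block.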

Decreased expression of several genes linked to the transmission of nerve impulse after chronic treatment may be connected with the development of tolerance to effects of opioids observed in C57BL/6J strain, including morphine-responsive genes encoding NPY receptor (*Npy5r*) and GABAa receptor subunit (*Gabrg1*). A moderate transcriptional response to acute treatment and a large decrease in the mRNA abundance of many genes after chronic morphine in C57BL/6J occur together with an enhanced preference [30] for and intake of morphine in this strain [12]. Increased mRNA abundance of TSC22 domain family 3 (*Tsc22d3*) and zinc finger and BTB domain containing 16 (*Zbtb16*) transcripts was found to be positively related to morphine preference (Figure 7).

Strain differences in response to acute morphine were also detected in the level of nuclear factor of kappa light chain gene enhancer in B-cells inhibitor α (*Nfkbia*) mRNA. Significant induction of *Nfkbia *gene expression after 4 hours was detected in C57BL/6J mice. A similar profile of gene transcription was observed for *Tsc22d3*. It is well established that gene transcription of *Nfkbia *as well as *Tsc22d3 *can be mediated by GR and controlled by the level of glucocorticoids [17,31]. Nuclear receptor GR is a ligand-activated transcription factor that directly modulates transcription of downstream genes [32]. Therefore, it has been suggested that glucocorticoids are potentially factors that are responsible for the detected increase in expression of these genes. Furthermore, we have identified a relatively large group of genes with parallel expression profiles to that of *Tsc22d3 *(*Sgk*, *Klf15*, *Fzd2*, *Gpt2*, *Rhpn2*, *Nt5e*, and *Nfkbia*), which may indicate morphine-induced co-regulation of these genes.

Therefore, the putative involvement of glucocorticoids in the modulation of transcription of these genes was further studied using the GR antagonist RU486. Prior administration of RU486 blocked morphine-produced induction of *Tsc22d3*, *Zbtb16*, and *Nfkbia *mRNAs. The functional consequences of this transcriptional process remain unknown. However, it was previously shown that GR-dependent transmission influences the behavioral response to morphine in rats [33,34]. The present study demonstrated that GR blockade can inhibit an increase in locomotor activity following morphine administration in C57BL/6J mice. Influence of the GR antagonist on the relatively fast stimulatory effect of morphine on locomotion may suggest the involvement of a nongenomic mechanism. Nevertheless, several lines of evidence indicate the GRs also play an important role in the development of opioid-related phenotype. Secretion of glucocorticoids is involved in sensitization to activatory effects of morphine [35]. On the other hand, substantial attenuation of the morphine analgesic tolerance after administration of RU486 has been reported in rats [36]. Furthermore, our findings indicated involvement of GRs in the development of morphine physical dependence. Thus, the GR antagonist appears to modify both the behavioral and transcriptional responses to morphine. Therefore, GR-mediated gene expression in the striatum may play a role in the chronic effects of morphine and could be involved in the formation of drug-associated behavior. This hypothesis is also supported by the recent findings that GRs in the nucleus accumbens are necessary for the development of conditional place preference for morphine [37]. The increase in glucocorticoid levels induced by acute stress facilitates the consolidation of memories associated with emotional stimuli [38]. The greatest induction of the genes putatively regulated by glucocorticoids was detected in C57BL/6J mice, an inbred strain characterized by high preference for morphine as well as alcohol [12,39].

It is likely that induction of glucocorticoids and further GR-dependent gene expression might also enhance learning of drug-related stimuli. It was suggested that serum-glucocorticoid-inducible kinase (*Sgk*) is involved in memory consolidation of hippocampus-dependent learning [40]. Also, implication of the *Nfkbia *regulatory protein of nuclear factor-κB in memory formation in mice has already been proposed [41]. Withdrawal from chronic morphine treatment induced changes in the mRNA abundance of *Sgk *and *Nfkbia *in rat prefrontal cortex [42] and mouse locus coeruleus [22]. Furthermore, alterations in expression of *Sgk *and *Nfkbia *were also observed after acute administration of ethanol [43-45]. However, shared transcriptional regulation of the genes mentioned here was not emphasized or directly associated with the action of glucocorticoids. The potential therapeutic use of GR antagonists in treatment for drug abuse was previously suggested [46]. The present study identified a group of GR-dependent genes that are regulated in response to morphine. Moreover, our results provide new insights into the morphine-induced mechanism of action of glucocorticoids in the brain.

## Conclusion

Comparison of morphine-induced changes in striatal gene expression across the four inbred mouse strains indicated new biologic mechanisms that are potentially involved in the action of morphine. The results describe strain differences in the magnitude of transcriptional response to acute treatment and in the degree of tolerance in gene expression observed after chronic morphine administration. Further profiling of gene expression and transcriptional activity are required to characterize fully the mechanisms of transcriptional regulation and the dynamics of changes in mRNA abundance induced by opioids in mice. As a final point, the obtained results indicated the participation of several novel molecular factors in the effects of morphine and suggested a transcriptional basis for the well known association between glucocorticoids and opioid addiction.

## Materials and methods

### Mice

Adult male (8 to 10 weeks old) 129P3/J (000690), DBA/2J (000671), C57BL/6J (000664), and SWR/J (000689) mice (Jackson Laboratory, Bar Harbor, ME, USA) were housed six per cage, under a 12 hour dark/light cycle, with free access to food and water. Animals weighing 20 to 30 g were used throughout the experiments. The animal protocols used in the study were approved by the local Bioethics Commission at the Institute of Pharmacology, Polish Academy of Sciences (Krakow, Poland).

### Morphine treatment

Morphine (morphine hydrochloride; Polfa, Kutno, Poland) was administered subcutaneously. Experimental groups (control, and acute and chronic morphine) consisted of nine animals from each strain. To obtain the most reliable comparison, control and acute morphine groups received injections of saline for 4 days at the same time schedule as the chronic group received morphine (Figure 1). On day 5, acutely treated animals were injected with a single dose of morphine and killed by decapitation after 4 hours. Chronically treated animals were injected with increasing doses of morphine for 5 days. Mice received morphine thrice daily (09:00 hours, 13:00 hours, and 17:00 hours) for 4 days using a dosing schedule of 10, 20, 40, and 40 mg/kg morphine on days 1, 2, 3, and 4, respectively. On the last day, a final morphine dose of 40 mg/kg was administered, and 4 hours after the last injection the animals were killed. Mice in control groups were killed 4 hours after the last injection of saline. The dose scheme and time schedule were used in order to maximize strain differences in response to morphine [10,13,47].

### RU486 treatment

Five groups of six C57BL/6J mice were used in the gene expression experiment with morphine and RU486 (Sigma-Aldrich, St. Louis, MO, USA) treatment. The control group was injected subcutaneously with saline and intraperitoneally with 20% (2-Hydroxypryl)-β-cyclodextrine (vehicle for RU486; Sigma). RU486 (20 or 40 mg/kg in vehicle, intraperitoneally) was administered 30 min before morphine administration (20 mg/kg, subcutaneously). The doses of RU486 were selected based on a previous report that showed the effects of peripheral administration on the central nervous system [48]. For the qPCR experiment, animals were killed 4 hours after the morphine or saline injection.

### Behavioral testing

An independent pool of C57BL/6J mice was used in the behavioral experiments (five to eight animals per experimental group). In the locomotor activity test mice were individually placed in the center of a test cage containing photocells (20 cm × 10 cm × 12 cm). The photocells recorded the number of beam interruptions in the horizontal plane every 15 min over a 4.5 hour period. After 1 hour, the mice were injected with RU486 (20 mg/kg in vehicle, subcutaneously). The control group was injected with saline and vehicle. The influence of RU486 (20 mg/kg in vehicle, subcutaneously) on basal locomotor activity was also evaluated. After 30 min, mice were injected with saline or morphine (20 mg/kg, subcutaneously). Measurement of locomotor activity was performed for the next 3 hours. The results were calculated as an area under curve.

Physical dependence was induced by acute injections of morphine (100 mg/kg, subcutaneously). A single RU486 dose (20 mg/kg in vehicle, subcutaneously) was administered 30 min before the injection of morphine. On the second day mice received an additional subcutaneous dose of 20 mg/kg morphine, followed by a single naloxone dose (15 mg/kg, subcutaneously) 3 hours later. Mice did not receive RU486 on the day of the test. For mice in control groups, saline was substituted for morphine. Measurement of naloxone-precipitated withdrawal was performed as described in previous studies [13]. Mean jump frequency per 15 min was used as the measure of dependence. Behavioral data was analyzed by two-way analysis of variance (ANOVA) followed by Bonferroni *post hoc *test, with RU486 treatment and morphine treatment as the main factors.

### Tissue collection and RNA isolation

After decapitation, brains were removed from the skulls and dissected rapidly. Samples containing the rostral part of caudate/putamen plus the nucleus accumbens (referred to as the striatum) were collected. The samples were placed in individual tubes with the tissue storage reagent RNA *later *(Qiagen Inc., Valencia, CA, USA), frozen on dry ice, and stored at -70°C until RNA isolation. Samples were thawed at room temperature and homogenized in 1 ml Trizol reagent (Invitrogen, Carlsbad, CA, USA). RNA isolation was performed in accordance with the manufacturer's protocol. Quality of the total RNA was assessed by the intensity of 28S and 18S bands after denaturating agarose electrophoresis with SybrGold staining (Molecular Probes, Inc., Eugene, OR, USA) and by the spectrophotometric ratio A260/A280 (1.9 to 2.1). RNA concentration was measured using the fluorescent reagent RiboGreen (Molecular Probes, Inc.).

### Microarray hybridization

Total RNA from three animals was pooled and further purified using the RNeasy Mini Kit (Qiagen Inc.). The quality of RNA was additionally determined by chip-based capillary electrophoresis using RNA 6000 Nano LabChip Kit and Agilent Bioanalyzer 2100 (Agilent, Palo Alto, CA, USA), and there was little evidence of degradation products in any of the total RNA samples. For each array, independent pools of RNA from three animals were prepared. Preparation of cRNA was performed according to the protocol provided by Affymetrix (Santa Clara, CA, USA). Total RNA (5 μg) derived from each pool was converted to double-stranded cDNA using the SuperScript System (Invitrogen) and an oligo(dT_24_) primer containing a T7 RNA polymerase promoter site (Genset Oligos, La Jolla, CA, USA). Biotin-labeled cRNA was synthesized from cDNA using a BioArray High Yield RNA Transcript labelling Kit (ENZO, Diagnostics, Farmingdale, NY, USA) and purified using a GeneChip Cleanup Sample Module (Qiagen Inc.). The yield of the *in vitro *transcription reaction was determined by product absorbance at 260 nm measured using NanoDrop ND-1000 (NanoDrop Technologies, Inc., Montchanin, DE, USA), and the size of cRNA probes was evaluated by using the RNA 6000 Nano LabChip Kit (Agilent).

Following labeling, samples were hybridized to the GeneChip Test3 array (Affymetrix) for quality control. Fragmented cRNA (15 μg) was used for hybridization to the GeneChip Mouse Genome 430 2.0 arrays (Affymetrix). Arrays were washed and stained with streptavidin-phycoerythrin (Merck, Darmstadt, Germany) in Fluidic Station 400 (Affymetrix), in accordance with the standard protocol of the manufacturer. The arrays were scanned using the GeneChip Scanner 3000 (Affymetrix). Three biologic replicates of the microarrays were prepared per experimental group of animals for a total of 36 arrays.

### Microarray quality control and normalization

The expression data were processed using the GeneChip Operating Software (Affymetrix) to generate MAS5 CEL files. Chip quality was assessed using R 2.3.0 with the simpleaffy package [49,50]. Quality control data for all 36 microarray runs in the experiment were obtained using the MAS5 algorithm. The mean 3'/5' degradation ratio for control probe sets of housekeeping genes was measured: *Gapdh *(AFFX-GapdhMur/M32599) -0.2 (-0.39> ... <0.57) and *Actb *(AFFX-b-ActinMur/M12481) 0.57 (0.33> ... <1.24). Array normalization resulted in a mean scaling factor of 0.87 (± 0.57). The mean percentage of the present call was 51.34 (47.3> ... <54.63), and the mean intensity of the average background ranged from 27.9 to 76.9. Arrays determined to be acceptable were further analyzed to identify genes with altered expression patterns. Data was normalized using three different methods using RMAExpress 0.4.1 (RMA), dChip 2006 (MBEI), and PerfectMatch 2.3.3 (PDNN) software [51-53]. Quantile normalization was performed using RMA, PDNN, and MBEI algorithms. A model-based expression index was calculated using perfect match/mismatch (PM/MM) method. Multiple analysis strategies were used to identify the most robust changes in gene expression.

### Gene filtering and ranking

To remove genes that are regarded as not expressed in the analyzed brain tissue, probe sets with hybridization signals close to the background level were filtered out. The following criteria were applied for probe set detection: present call at least in 25% of PM/MM pairs and signal intensity greater than 6.64 (log_2 _data) in at least 25% of arrays, both measured using the MBEI algorithm. Statistical analysis was performed on the list of detected probe sets. Significance levels (*P *values) of differences between the groups were calculated for each probe set using a MANOVA for each of three pre-processing methods. Correction for multiple testing was applied separately for each of the main factors from MANOVA by controlling percentage FDR. The FDR was computed using the p.adjust function in R software [54]. Gene ranking was based on FDR levels of three selected normalization methods. A probe set scored 1, 2, or 3 points if it achieved cut-off at *P *< 0.01, *P *< 0.001, or *P *< 0.0001, respectively, for each of the three methods. Two criteria for threshold point were used: the first produced a list of probe sets with rank greater than 3 (*P *< 0.01 in all the three normalization methods) and the second list with rank greater than 7 (*P *< 0.0001 in two of the methods and at least 0.001 in the third). An applied approach that takes into account the level of agreement between the three methods of normalization was previously established [14].

To assess the contribution of strain and morphine treatment effects, we performed multiple regression analysis of expression values, with strain and treatment as main effect predictors using the lm function in R. Contributions of the effects were determined for each gene separately.

Hierarchical clustering was performed with dChip software using Euclidean distance and average linkage method. Relative expression levels and fold change measures were computed from MBEI PM/MM data. To simplify the description of microarray data, results from each probe set were assumed to be the level of mRNA abundance of the transcript. Probe sets on the Affymetrix microarray were designed to detect specific transcripts and are adequately annotated. However, it must be noted that for some probe sets this assumption may not be fulfilled. Therefore, every list of probe sets obtained in the analyses is included in Additional data files. Direct probe mapping against publicly available mRNAs/cDNA sequences was done by using mouse BLAT tool for the UCSC genome browser [55].

### Gene Ontology analysis

The functional annotation analysis tool DAVID 2006 was used to identify over-represented ontologic groups among the gene expression profiles and to group genes into functional classifications [56]. The list of 21,467 detected probe sets was uploaded as a background list. Over-represented GO terms (GOTERM_ALL level) were defined as having at least three transcripts and *P *= 0.01, under Fisher's exact test.

### Correlation between genomic and behavioral response to morphine

Relationships between the transcriptional response to morphine and opioid-related traits were studied using correlation analysis. Gene expression results were compared with the previously published behavioral data for the four inbred mouse strains. The first line of evidence demonstrated open field locomotor activity in response to acute morphine (16 mg/kg), measured from 0 to 30 min after injection, and compared with a saline control group (C57BL/6J = 4,116, 129P3/J = 5,880, SWR/J = -1,500, and DBA/2J = -3,088); this was reported by Belknap and coworkers [10]. Second, morphine tolerance has been demonstrated, calculated as a shift in morphine analgesic potency after chronic treatment (C57BL/6J = 7.2, SWR/J = 5, DBA/2J = 2.9, and 129P3/J = 0.8); this was reported by Kest and colleagues [47]. Third, physical dependence on morphine has been demonstrated following chronic treatment, as indicated by a naloxone precipitated withdrawal jumping response (SWR/J = 204 jumps/15 min, C57BL/6J = 68 jumps/15 min, DBA/2J = 45 jumps/15 min, and 129P3/J = 7 jumps/15 min); these data were reported by Kest and coworkers [13]. The fourth line of evidence demonstrated voluntary morphine consumption in two-bottle choice paradigm (C57BL/6J = 134 mg/kg per day, 129P3/J = 24 mg/kg per day, DBA/2J = 15 mg/kg per day, and SWR/J = 6 mg/kg per day); these ata were reported by Belknap and colleagues 1993 [12]. The expression level of genes altered by acute and/or chronic morphine (699 probe sets, obtained by MBEI PM/MM) and behavioral data were normalized using z-score transformation. Associations were computed using the Pearson's correlation. Input data, annotations for probe sets, and the obtained results are included in Additional data file 5.

### Identification of genes co-expressed in response to morphine

Genes with related patterns of expression were selected from the list of probe sets with significant changes after morphine treatment. To confirm associations between the transcripts, additional analysis was performed on an independent set of data. The WebQTL database was used to assemble transcripts into groups with potentially common regulatory mechanisms [16]. A hippocampus gene expression dataset with results from 86 BXD RI strains (Hippocampus Consortium M430v2 Dec05 PDNN) was applied as an easily accessible tool with relatively high ability to detect associations between genes. Selected probe sets for genes regulated by morphine were analyzed using the trait correlation WebQTL tool. Correlations were computed using Pearson's product-moment. The most significant top 200 results were obtained. Only probe sets with positive correlations (*r *> 0.6) were extracted and used in further analyses. A list of probe sets with significant changes after morphine and positive correlation across the BXD RI panel was generated. Network graphs were obtained with WebQTL interface using Pearson's product-moment and default parameters.

### Real-time PCR

Reverse transcription was performed using Omniscript reverse transcriptase (Qiagen Inc.) at 37°C for 60 min. qPCR reactions were performed using Assay-On-Demand Taqman probes (Additional data file 4), in accordance with the manufacturer's protocol (Applied Biosystems) and run on the iCycler device (BioRad) with the 3.0a software version. RT reactions were carried out in the presence of RNase inhibitor (rRNAsin; Promega, Madison, WI, USA) and oligo(dT_16_) primer (Qiagen Inc.). cDNAs were diluted 1:6 with H_2_O and for each reaction about 50 ng of cDNA synthesized from total RNA template from individual animals was used. To reduce the contribution of contaminating genomic DNA, primers were designed to span exon junctions. In addition, for each assay, control reactions without RT enzyme were performed. Amplification efficiency for each assay was determined by running a standard dilution curve. Expression of hypoxanthine guanine phosphoribosyl transferase 1 (*Hprt1*) transcript with a stable level between the strains and after the treatment was quantified to control for variation in cDNA amounts. The cycle threshold values were calculated automatically by iCycler IQ 3.0a software with default parameters. Abundance of RNA was calculated as 2^-(thresholdcycle)^. Data were analyzed by two-way ANOVA followed by Bonferroni *post hoc *test.

## Additional data files

The following additional data are available with the online version of this manuscript. Additional data file 1 is a table listing the results of two-way ANOVA (FDR < 1%). Additional data file 2 contains lists of probe sets of genes with expression altered by acute and chronic morphine (ANOVA; FDR < 1%). Additional data file 3 is a table listing the results of the GO analysis. Additional data file 4 contains the results of validation of microarray data obtained using the qPCR method. Additional data file 5 lists the complete results of correlation analysis between the transcriptional response to morphine and opioid-related traits (see Materials and methods).

## Supplementary Material

Additional data file 1 Lists of probe sets and gene names altered by strain (3457) and morphine treatment (661) as well as with significant interaction (48) are available as separate sheets. List of transcripts with differences in both the factors (178) was also included. In addition, genes reported in previous gene expression studies on morphine action in a brain are indicated. Click here for file

Additional data file 2 The results were obtained using fold change (>1.2) of gene expression level compared with the saline control group. Effects of morphine treatment were analyzed in all of the strains as well as separately in each of them. Numbers of probe sets correspond to those in Table 2. Click here for file

Additional data file 3 Presented are significant functional categories (GO terms) enriched with genes regulated in response to acute and/or chronic morphine, along with lists of probe sets and gene names classified to each GO category. Click here for file

Additional data file 4 Results for selected genes are presented as mean (± standard error) compared with the saline control group. List of Taqman assays used in qPCR experiments with ID and exon boundaries is included. Click here for file

Additional data file 5 The expression level (MBEI PM/MM algorithm) of genes altered by acute and/or chronic morphine (699 probe sets) and behavioral data were normalized using z-score transformation. Associations were computed using the Pearson's correlation. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

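RNA from the striatum of mice of 4 inbred strains was hybridized to 36 Affymetrix Mouse Genome 430 2.0 arrays, 3 per group, each from a pool of 3 mice. The authors scanned the arrays and, in the deposited table, give a linear signal intensity for 45101 probe sets, computed by them as model-based expression indices in dChip from perfect match and mismatch probes after normalization between arrays, with a floor at 6.69. RMAExpress 0.4.1, PerfectMatch 2.3.3 and R 2.3.0 were used by the authors for the other normalizations and for their tests; those values were not analysed here, nor were present calls and RT-PCR data. Log2 of the intensity was taken. A probe set was kept where log2 exceeded 6.64 on at least 9 of 36 arrays, which left 27212. Limma 3.58.1 in R 4.3.3 fitted 12 group means with empirical Bayes moderation; F-tests for strain, morphine and their interaction were adjusted by the Benjamini-Hochberg method at 1%, and contrasts at 5% over the detected probe sets. A consensus correlation for the random block came from duplicateCorrelation with statmod 1.5.0. Gene lists were tested by camera with a preset correlation of 0.01 and with an estimated one. The paper names members of several lists for morphine, so the p-values of those lists are not fully independent evidence. Among them are Olig1, Olig2, Ugt8a and Gjb1 (oligodendrocyte), Cdkn1a and Pmaip1 (p53-responsive), Cpt1a, Cpt2 and Crot (fatty acid oxidation) and H1f2 and H2bc22 (histone). The 27 lists are GABA and glutamate receptor genes, astrocyte genes, cholesterol synthesis genes, choroid plexus genes, circadian clock genes, cold-inducible RNA-binding protein genes, cortical excitatory neuron genes, cytoskeleton genes, endoplasmic reticulum stress genes, endothelial genes, fatty acid oxidation and ketone genes, glucocorticoid-responsive genes, heat shock genes, histone genes, hypoxia-responsive genes, immediate early genes, medium spiny neuron genes, microglia genes, mitochondrial respiratory chain genes, oligodendrocyte and myelin genes, oligodendrocyte precursor genes, opioid peptide and receptor genes, p53-responsive genes, pericyte and vessel wall genes, red blood cell genes, septal area genes and striatal interneuron genes; several members of the glucocorticoid and heat shock lists had been seen in the paper's tables when the lists were written. Genes were named by a rule fixed with them: the 10 largest rises and falls over all strains for each treatment among those past the threshold with the same sign in the 4 strains, the 3 genes most above and most below the mean in each strain, the 15 of smallest interaction p, up to 4 members of each list past the threshold (the 2 of largest change where none passed), and each gene the paper names. Genes outside that rule were named after the data were seen: other members of these lists and genes of high treatment R2. Tables and figures used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Fits were tested on simulated data with known changes in 250 probe sets per fold size and 5 runs. The alternatives cover the filter, pseudocount, normalization, replicate block, moderation, array weights, thresholds, probe set choice and the omission of each array, and the closing section gives their effect. Withheld genes are not reported here.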

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

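All tests of an explanation in this part were chosen after the result was seen. Groups of 3 arrays were not tested for single arrays standing apart. Gene lists with at least 3 measured genes that the paper does not discuss passed the list test, with median log2 changes over 12 arrays against 12; the oligodendrocyte precursor list holds 2 genes that it does discuss, Olig1 and Olig2, and its median is the change of Olig1. After acute morphine these were 0.098 for astrocyte genes (camera, adjusted p = 0.0185, or 0.456 with an estimated correlation), 0.12 for immediate early genes (0.0334, or 0.525) and -0.068 for medium spiny neuron genes (4.96e-04, or 0.456). After chronic morphine they were 0.046 for circadian clock genes (0.0141, or 0.291), 0.65 for cortical excitatory neuron genes (3.07e-04, or 0.137), 0.20 for immediate early genes (3.26e-07, or 0.0831), -0.095 for medium spiny neuron genes (1.86e-05, or 0.17) and -0.22 for oligodendrocyte precursor genes (5.71e-04, or 0.0506). The acute call of the immediate early genes ends without 129P3/J saline 2 (0.0640), C57BL/6J saline 3 (0.124), C57BL/6J acute 2 (0.0757), DBA/2J acute 1 (0.103), SWR/J saline 2 (0.0861), SWR/J acute 1 (0.0581) or SWR/J acute 2 (0.0753), and the chronic call of the clock genes without C57BL/6J chronic 2 (0.0655). The hybridization controls differed by 0.34 between the chronic and the acute arrays.

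Cortical genes were higher in the chronic than in the saline pools, as cortical tissue in some dissected pools would give. Mean log2 scores of 4 other marker lists also differed, by permutation of single arrays within strains over the 3 treatments. Between the chronic and the saline pools, oligodendrocyte and myelin genes differed by -0.27 (adjusted p = 6.00e-04) and medium spiny neuron genes by -0.13 (0.00630). Septal area genes differed by -0.28 (0.00630) and red blood cell genes by -0.27 (0.0480). Single arrays are not independent here, and these 4 scores were not tested over set means. By camera, septal area (adjusted p = 0.0593) and red blood cell genes (0.172) did not pass. A second list of cortical genes followed the first across the 36 arrays within groups (Pearson r = 0.934, Spearman rho = 0.940, permutation p = 1e-05, the smallest that the permutations can give; Pearson r = 0.936 without the 2 farthest arrays). Its median change from saline to chronic morphine was 0.274, against 0.653 for the first list, with 4 of 11 genes called higher. By camera over single arrays the second list had p = 1.93e-07, or 0.0128 with an estimated correlation. With the hybridization control level as a covariate the median of the first list is 0.603, which argues against that level as the whole cause. Numbered sets of arrays that share their dissection stay open, since 3 sets against 3 gave an exact permutation p of 0.2 where 0.1 is the smallest possible. A change in cortical input genes within the striatum was not tested and stays open.

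More probe sets were called between chronic and acute morphine than between either and saline, 6379. With treatment and number as a random block 1945 were called (184 for acute and 90 for chronic against saline), and with the hybridization control level as a covariate 1866 (777 and 749). Numbered sets that share their processing stay open: the block assumes 1 correlation for every probe set, and with the 9 set means as samples, which take each probe set's own spread between sets with 6 residual degrees of freedom, limma calls none (5195 at an unadjusted p under 0.05, none by the classical test). The hybridization level overlaps between the treatments, with set means of -0.35, 0.29 and -0.45 in the acute and 0.28, 0.013 and 0.21 in the chronic pools, and its part stays open because the covariate leaves fewer than 50% of the calls and more than 5%, and 1 together with the block. Which part of the calls is due to the drug schedule stays open.

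Oligodendrocyte genes were lower in the chronic pools, in which cortical genes were higher. Without the 3 saline arrays that stand apart in the control probe sets, 10 of 11 members stay called lower. This argues against array quality as the whole cause. With treatment and number as a random block 6 members do, and 8 over the 9 set means when adjusted over the list alone. Adjusted over all probe sets, the fit of the 9 set means called 1 in total for chronic against saline. Numbered sets as the whole cause therefore stay open. Fewer oligodendrocytes or less white matter in the pools cannot be told apart from lower transcription: 3 members outside the brightest percent of probe sets, Cldn11 at -0.16, Mal at -0.086 and Tspan2 at 0.012, have intervals above the median of the called members, and across the 18 members level and change had a Spearman correlation of 0.666, which leaves compression of bright signals open. A lowered expression in oligodendrocytes after morphine may hold as a hypothesis.

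Regrouping the arrays tests whether chance gives as many calls. For the strain effect 1 of 100 groupings, the real one, reached its 3587 (highest other 1); chance is excluded. A count of 0, as for the interaction, is reached by any grouping (100 of 100, highest other 2), so that regrouping decides nothing there. For the morphine effect 1 of 100 reached 2371 (highest other 0), for acute against saline over all strains 1 of 100 reached 1277 (highest other 2), chronic against saline 2 of 100 reached 1288 (highest other 2203), and chronic against acute 2 of 100 reached 6379 (highest other 8332); the high numbers point to a structure of the samples. These groupings move single arrays, whereas arrays of the same treatment and number deviate together (mean r = 0.264 between strains), so for these 4 results chance differences between numbered sets are not excluded. With whole numbered sets of 4 arrays regrouped, 10 groupings are too few for a share under 0.05; the real values and highest others were 1277 and 3611 for acute against saline (2 of 10 as large), 1288 and 3692 for chronic against saline (3 of 10) and 6379 and 4101 for chronic against acute (1 of 10). The larger groupings set saline 1, saline 3 and acute 1 against the rest, and saline 1, saline 2 and chronic 2, or saline 1, chronic 1 and chronic 3, against the rest; the random block gives 184, 90 and 1945. Within strains 10 groupings are likewise too few: the real values and highest others were, for acute morphine, 4 and 0 in 129P3/J, 80 and 0 in C57BL/6J, 265 and 0 in DBA/2J and 13 and 1 in SWR/J, and for chronic morphine 1 and 0, 475 and 220, 2 and 4 (2 of 10 as large) and 8 and 0.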

How the results depend on the processing

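The random block, the 2 covariates (hybridization control level, cortical marker level), the covariate with the block, the means of numbered sets as 9 samples, the glucocorticoid list without genes seen in the paper, the fit without 3 arrays, the arithmetic ratio and the unadjusted p under 0.01 were chosen after the data were seen. Among values of single genes and other tested values that are not counts, 48665 values kept their direction and side of the threshold, 1128 fell short of a threshold passed before, 522 passed one and 5 changed direction. The direction changed under the mean of all probe sets of a gene alone: Cpt1a chronic -0.24, Fgfr3 acute -0.034, Gli3 chronic -0.20, Pdxdc1 in DBA/2J against the strain mean 0.042 and Utrn chronic in C57BL/6J 0.088. The interaction count stayed 0 under each alternative set before the data were examined that gives it; the count of strain effects was moved beyond a factor of 1.5 only by the stricter FDR. The fit with 12 blocks within strains gives no strain contrasts, the additive model only the contrasts over all strains, and fits of 1 strain only those within it. The number of arrays and signal near the floor limit precision. In 28 of 36 arrays the residual profile was closest to that of arrays with the same replicate number, which is a hint from the data and not the design: within a treatment, arrays of the same number deviate together across strains (mean r = 0.264).

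Counts that moved by more than a factor of 1.5 follow, in probe sets called unless named otherwise. With FDR of 0.01% in the F-tests: acute over 1.2-fold, all strains, down 5, acute over 1.2-fold, all strains, up 45, chronic over 1.2-fold, all strains, down 12, chronic over 1.2-fold, all strains, up 32, morphine effect 57, strain and morphine effect 12 and strain effect 1854. Under FDR of 1% in the contrasts: acute, 129P3/J 1, acute, all strains 368, acute, C57BL/6J 37, acute, DBA/2J 17, acute, SWR/J 5, chronic minus acute, all strains 2858, chronic, all strains 324, chronic, C57BL/6J 44, chronic, DBA/2J 1, chronic, SWR/J 0, ontology entries 136, shared calls, down 24 and shared calls, up 36. For FDR of 5% in the F-tests: acute over 1.2-fold, all strains, down 818, chronic over 1.2-fold, all strains, up 428, morphine effect 5866 and strain and morphine effect 1569. Using array weights: acute, 129P3/J 29, acute, all strains 4459, acute, C57BL/6J 264, acute, DBA/2J 5618, acute, SWR/J 137, acute over 1.2-fold, all strains, down 980, acute over 1.2-fold, all strains, up 724, chronic minus acute, all strains 10198, chronic, 129P3/J 12, chronic, all strains 3332, chronic, C57BL/6J 173, chronic, DBA/2J 1010, chronic over 1.2-fold, all strains, up 442, differences between strains 2019, morphine effect 6485, shared calls, down 274, shared calls, up 227 and strain and morphine effect 1603. With centring on the array median: acute, 129P3/J 2 and chronic, DBA/2J 1. Under classical test, no moderation: chronic, DBA/2J 1 and chronic, SWR/J 2. For eBayes with trend and robust: chronic, 129P3/J 2. Using each strain fitted alone: acute, 129P3/J 0, acute, C57BL/6J 4, acute, DBA/2J 0, acute, SWR/J 0, chronic, 129P3/J 0, chronic, C57BL/6J 0, chronic, DBA/2J 0 and chronic, SWR/J 0. With estimated correlation within lists: gene lists acute 2 and gene lists chronic 1. Under fold above 1.2 among probe sets with a morphine effect: shared calls, down 55. For mean above 6.64: 129P3/J 2-fold 58, C57BL/6J 2-fold 42, chronic, 129P3/J 3, DBA/2J 2-fold 56 and SWR/J 2-fold 58. Using no filter on signal: acute, 129P3/J 2, acute, all strains 830, acute, C57BL/6J 50, acute, DBA/2J 107, acute, SWR/J 8, C57BL/6J 2-fold 120, chronic, 129P3/J 2, chronic, C57BL/6J 152, chronic, DBA/2J 1, chronic, SWR/J 4, detected probe sets 45037, shared calls, down 55 and strain and morphine effect 358. With quantile normalization: chronic, DBA/2J 1 and chronic, SWR/J 4. Under replicate block, number across all groups, 3 blocks: acute, 129P3/J 7, acute, all strains 2316, acute, C57BL/6J 125, acute, DBA/2J 1163, acute, SWR/J 39, acute over 1.2-fold, all strains, down 712, chronic, 129P3/J 3, chronic, all strains 2044, chronic, C57BL/6J 1131, differences between strains 5, morphine effect 3701, shared calls, down 141, shared calls, up 161 and strain and morphine effect 909. For replicate block, number within strain, 12 blocks: acute, DBA/2J 737, chronic, 129P3/J 2, chronic, DBA/2J 0, chronic, SWR/J 1 and differences between strains 1. Using the 21467 probe sets of highest mean: 129P3/J 2-fold 42, C57BL/6J 2-fold 34, chronic, 129P3/J 3, chronic, SWR/J 5, DBA/2J 2-fold 45 and SWR/J 2-fold 41. With the paper's list of 661 probe sets: acute over 1.2-fold, all strains, down 70, acute over 1.2-fold, all strains, up 184, chronic over 1.2-fold, all strains, down 145 and chronic over 1.2-fold, all strains, up 75. The cause was not tested, apart from stricter or looser thresholds and filters, which change the count by construction.

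Settings chosen after the data were seen moved these counts. With cortical marker level as a covariate: acute, 129P3/J 12, chronic, 129P3/J 2, chronic, all strains 188, chronic, C57BL/6J 185, chronic, DBA/2J 1, chronic over 1.2-fold, all strains, down 222, shared calls, down 35 and shared calls, up 37. Under hybridization control level as a covariate: acute, 129P3/J 12, acute, all strains 777, acute over 1.2-fold, all strains, down 89, acute over 1.2-fold, all strains, up 175, chronic minus acute, all strains 1866, chronic, all strains 749, chronic, C57BL/6J 92, chronic, DBA/2J 1, chronic over 1.2-fold, all strains, down 147, chronic over 1.2-fold, all strains, up 79, morphine effect 426 and strain and morphine effect 158. For hybridization control level as a covariate and the random block: acute, all strains 139, chronic minus acute, all strains 1 and chronic, all strains 58. Using the means over 4 strains of each treatment and number as 9 samples: acute, all strains 13, chronic minus acute, all strains 0 and chronic, all strains 1. With the paper's list of 661 probe sets, log2 ratio of arithmetic means: acute over 1.2-fold, all strains, down 69, acute over 1.2-fold, all strains, up 176, chronic over 1.2-fold, all strains, down 145 and chronic over 1.2-fold, all strains, up 76. Under treatment and replicate number as a random block: acute, all strains 184, acute, DBA/2J 432, acute over 1.2-fold, all strains, down 23, acute over 1.2-fold, all strains, up 73, chronic minus acute, all strains 1945, chronic, all strains 90, chronic, SWR/J 5, chronic over 1.2-fold, all strains, down 38, chronic over 1.2-fold, all strains, up 47, differences between strains 282, morphine effect 130, shared calls, down 6, shared calls, up 25 and strain and morphine effect 54. For unadjusted p under 0.01: interaction 295. Using without the 3 arrays that stand apart in the control probe sets: acute, 129P3/J 1, acute, all strains 431, acute, C57BL/6J 35, acute, DBA/2J 24, acute over 1.2-fold, all strains, down 296, chronic, C57BL/6J 41, chronic, DBA/2J 1, chronic over 1.2-fold, all strains, up 353, differences between strains 1 and shared calls, down 38. The cause was not tested.

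Leaving out each of the 36 arrays in turn, where a lone pair is assumed to vary like the other groups, gave these lowest and highest values: 129P3/J 2-fold 83 to 93, acute, 129P3/J 1 to 9, acute, all strains 688 to 2280, acute, C57BL/6J 35 to 116, acute, DBA/2J 5 to 1001, acute, SWR/J 3 to 19, acute over 1.2-fold, all strains, down 270 to 662, acute over 1.2-fold, all strains, up 312 to 500, C57BL/6J 2-fold 66 to 73, chronic minus acute, all strains 4742 to 7904, chronic, 129P3/J 1 to 5, chronic, all strains 711 to 2793, chronic, C57BL/6J 22 to 3004, chronic, DBA/2J 0 to 2, chronic, SWR/J 0 to 11, chronic over 1.2-fold, all strains, down 309 to 691, chronic over 1.2-fold, all strains, up 158 to 414, DBA/2J 2-fold 92 to 100, differences between strains 0 to 94, ontology entries 183 to 236, gene lists acute 5 to 9, gene lists chronic 11 to 15, interaction 0 to 0, morphine effect 1539 to 3679, shared calls, down 51 to 131, shared calls, up 61 to 125, strain and morphine effect 361 to 743, strain effect 3365 to 3627 and SWR/J 2-fold 83 to 89.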

Differences from the paper's values

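The alternatives named in this part were set before the data were examined, except the log2 ratio of arithmetic group means and an unadjusted p under 0.01, which were chosen after the values were seen. For probe sets with a morphine effect, the paper's count is 661 and that here is 2371; none of the 14 alternatives and no omission of 1 array is within a factor of 1.5. The paper asked for an FDR under 1% in each of 3 normalizations, of which 1 was tested here. For the interaction of strain and morphine the paper's count is 48 and that here is 0 in limma. By the classical test it is 0, and 1399 pass at an unadjusted p under 0.05. None of the 14 alternatives nor any omission of 1 array is closer. The paper's methods describe the correction of p-values for the main factors and do not name the interaction there. The criteria behind the counts of 48 and 0 may therefore differ. At an unadjusted p under 0.01, chosen after the values were seen, 295 probe sets pass, including 38 of the paper's 48, so that 10 of those are dropped; Sgk1, Nfkbia and Hspa1b, which the paper names, have unadjusted interaction p-values of 0.00117, 0.00918 and 1.35e-04. Over 1.2-fold down after both treatments the paper's count is 29 and that here is 55; of 14 alternatives, the paper's list of 661 probe sets (30) is within a factor of 1.5 and the others are not, and that list with the ratio of arithmetic means, chosen after the values were seen, also gives 30 and drops 6 of the 661, which were not detected.

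For counts by strain, the added ratio of arithmetic means was chosen after the values were seen; it tests the same probe sets and drops none of them. Over 1.2-fold above the mean of the 4 strains, the paper's counts are 295 in 129P3/J, and those here are 491. Among 12 alternatives, those within a factor of 1.5 are FDR of 0.01% in the F-tests (409), log2(value + 16) (439), mean above 6.64 (426) and the 21467 probe sets of highest mean (344), and the others are not. With the added ratio the result is 375. Over 1.5-fold above the mean of the 4 strains, the paper's counts are 50 in 129P3/J, 108 in C57BL/6J, 53 in DBA/2J and 60 in SWR/J, and those here are 115, 178, 98 and 121. Alternatives (12 in all) within a factor of 1.5 are the 21467 probe sets of highest mean (64, 97, 46 and 62), log2(value + 16) (143 in C57BL/6J and 78 in DBA/2J) and mean above 6.64 (127 in C57BL/6J, 62 in DBA/2J and 88 in SWR/J) in the same order, and the others are not. By the added ratio, it is 50, 101, 54 and 65. Over 2-fold above the mean of the 4 strains, the paper's counts are 9 in 129P3/J, 29 in C57BL/6J, 14 in DBA/2J and 9 in SWR/J, and those here are 31, 48, 32 and 37. Of 12 alternatives, those within a factor of 1.5 are log2(value + 16) (40 in C57BL/6J and 20 in DBA/2J), mean above 6.64 (26 in C57BL/6J and 13 in DBA/2J) and the 21467 probe sets of highest mean (21 in C57BL/6J and 10 in DBA/2J), and the others are not, with none in 129P3/J and in SWR/J. The added ratio gives 9, 26, 15 and 8. Over 3-fold from the mean of the 4 strains, the paper's counts are 43 in 129P3/J and 48 in DBA/2J, and those here are 28 and 29. Among 12 alternatives, those within a factor of 1.5 are no filter on signal (35 and 36) in the same order, and the others are not. With the added ratio the result is 44 and 47. Over 3-fold above the mean of the 4 strains, the paper's counts are 6 in C57BL/6J and 5 in DBA/2J, and those here are 20 and 8. Alternatives (12 in all) within a factor of 1.5 are mean above 6.64 (6 in C57BL/6J) and the 21467 probe sets of highest mean (5 in C57BL/6J), and the others are not, with none in DBA/2J. By the added ratio, it is 6 and 4.

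For counts after acute morphine, the added ratio of arithmetic means, over the paper's list, was chosen after the values were seen and drops the 6 undetected probe sets of the 661. Over 1.2-fold up after acute morphine, the paper's counts are 181 over all strains, 179 in 129P3/J, 106 in C57BL/6J, 313 in DBA/2J and 255 in SWR/J, and those here are 406, 377, 196, 944 and 669. Of 14 alternatives, those within a factor of 1.5 are the paper's list of 661 probe sets (184, 184, 110, 317 and 260) in the same order, and the others are not. The added ratio gives 176, 179, 106, 313 and 255. Leaving out 1 array brings 1 of 36 values in 129P3/J within that factor. Over 1.5-fold up after acute morphine, the paper's counts are 81 in DBA/2J and 42 in SWR/J, and those here are 183 and 76. Among 14 alternatives, those within a factor of 1.5 are the paper's list of 661 probe sets (84 and 45), log2(value + 16) (59 in SWR/J) and the 21467 probe sets of highest mean (52 in SWR/J) in the same order, and the others are not. With the added ratio the result is 81 and 42. Leaving out 1 array brings 1 of 36 values in SWR/J within that factor. Over 1.2-fold down after acute morphine, the paper's counts are 69 over all strains, 44 in 129P3/J, 108 in C57BL/6J, 68 in DBA/2J and 67 in SWR/J, and those here are 450, 284, 412, 548 and 494. Alternatives (14 in all) within a factor of 1.5 are the paper's list of 661 probe sets (70, 44, 106, 69 and 65) in the same order, and the others are not. By the added ratio, it is 69, 44, 108, 68 and 67. Over 1.5-fold down after acute morphine, the paper's counts are 6 over all strains, 4 in 129P3/J, 25 in C57BL/6J, 25 in DBA/2J and 14 in SWR/J, and those here are 46, 37, 75, 196 and 119. Of 14 alternatives, those within a factor of 1.5 are the paper's list of 661 probe sets (5, 4, 24, 24 and 13) in the same order, and the others are not. The added ratio gives 8, 4, 25, 25 and 14.

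For counts after chronic morphine, the same added ratio applies, with the same 6 probe sets dropped, and was chosen after the values were seen. Over 1.2-fold up after chronic morphine, the paper's counts are 76 over all strains, 90 in 129P3/J, 116 in C57BL/6J, 59 in DBA/2J and 63 in SWR/J, and those here are 234, 313, 555, 156 and 172. Among 14 alternatives, those within a factor of 1.5 are the paper's list of 661 probe sets (75, 91, 116, 60 and 62) in the same order, and the others are not. With the added ratio the result is 76, 90, 116, 59 and 63. Over 1.5-fold up after chronic morphine, the paper's counts are 17 in 129P3/J, 38 in C57BL/6J, 8 in DBA/2J and 10 in SWR/J, and those here are 34, 141, 19 and 16. Alternatives (14 in all) within a factor of 1.5 are FDR of 0.01% in the F-tests (14 in 129P3/J, 6 in DBA/2J and 9 in SWR/J), log2(value + 16) (24 in 129P3/J and 12 in SWR/J), the 21467 probe sets of highest mean (20 in 129P3/J and 10 in SWR/J), the paper's list of 661 probe sets (17, 38, 8 and 10), classical test, no moderation (13 in SWR/J) and mean above 6.64 (14 in SWR/J) in the same order, and the others are not. By the added ratio, it is 17, 38, 8 and 10. Leaving out 1 array brings 1 of 36 values in 129P3/J and 17 of 36 values in SWR/J within that factor. Over 1.2-fold down after chronic morphine, the paper's counts are 145 over all strains, 83 in 129P3/J, 278 in C57BL/6J, 98 in DBA/2J and 141 in SWR/J, and those here are 466, 298, 986, 281 and 458. Of 14 alternatives, those within a factor of 1.5 are the paper's list of 661 probe sets (145, 85, 286, 99 and 141) in the same order, and the others are not. The added ratio gives 145, 83, 278, 98 and 141. Over 1.5-fold down after chronic morphine, the paper's counts are 9 over all strains, 9 in 129P3/J, 61 in C57BL/6J, 10 in DBA/2J and 12 in SWR/J, and those here are 20, 26, 195, 23 and 31. Among 14 alternatives, those within a factor of 1.5 are log2(value + 16) (13 over all strains and 11 in DBA/2J), mean above 6.64 (13 over all strains and 15 in DBA/2J), the 21467 probe sets of highest mean (8 over all strains, 13 in 129P3/J, 8 in DBA/2J and 18 in SWR/J) and the paper's list of 661 probe sets (9, 9, 64, 11 and 12) in the same order, and the others are not. With the added ratio the result is 11, 9, 61, 10 and 12. Leaving out 1 array brings 3 of 36 values over all strains, 1 of 36 values in C57BL/6J, 1 of 36 values in DBA/2J and 1 of 36 values in SWR/J within that factor.

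The paper states that most strain-dependent transcripts lie below the other strains, with C57BL/6J even; the share above the mean at 1.2-fold is 46.0% in 129P3/J, 61.3% in C57BL/6J, 38.8% in DBA/2J and 51.1% in SWR/J here. By the ratio of arithmetic means, chosen after the values were seen and dropping none of the probe sets, 375 of 1048, 545 of 1014, 306 of 1001 and 440 of 1019 lie above at 1.2-fold in the same order, and 50 of 268, 101 of 227, 54 of 291 and 65 of 269 at 1.5-fold. It counts Gli3 among the genes lowered by acute morphine, where the log2 change is -0.19 (SE 0.060, adjusted p = 0.0675) by the probe set of highest signal and -0.35 (SE 0.067, adjusted p = 0.00194, or 0.0674 with the random block) by another that passed. Mef2c is counted as lowered by acute morphine over all strains and in SWR/J, where its change is 0.087 (SE 0.067, adjusted p = 0.518) and 0.13 (SE 0.13, adjusted p = 0.847) by the probe set of highest signal, and -0.29 (SE 0.10, adjusted p = 0.104) and -0.40 (SE 0.21, adjusted p = 0.651) by the probe set in the paper's lists, which has the paper's direction. Stxbp4 is named among glucose transport genes raised by acute morphine within DBA/2J, C57BL/6J and SWR/J. Its change here is 0.21 (SE 0.10, adjusted p = 0.273) over all strains, which is another grouping because it includes 129P3/J. Olig1 is said to resemble Olig2 after morphine, and after acute morphine it has 0.017 (SE 0.044, adjusted p = 0.884) against -0.46 for Olig2, whereas after chronic morphine both were lower. Nt5e is said to resemble Tsc22d3, and after acute morphine its change is 0.18 (SE 0.10, adjusted p = 0.350), with 0.75 (SE 0.076, adjusted p = 4.08e-07) by another probe set that passed. The log2 ratios that the paper tabulates were compared with ratios of arithmetic means, chosen after the values were seen: all 471 entries over all strains have the same sign here, as do all 396 in 129P3/J, 608 in C57BL/6J, 538 in DBA/2J and 526 in SWR/J, and the largest difference is 0.201, in DBA/2J. By the log2 means used for the other results, 45 genes that the paper names and that are represented here by a tabulated probe set give 285 values, all of the same sign as the paper's, with a largest difference of 0.134 and a median of 0.00720.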

Other observations

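Dbp, a clock output factor, was lower after acute morphine at a log2 change of -0.39 (SE 0.089, adjusted p = 0.0883 with the random block), or -0.43 (SE 0.080, adjusted p = 0.00191, and 0.0236 with the random block) by another probe set, and Arntl, the activator of the clock, was higher by 0.27 (SE 0.065, adjusted p = 0.143 with the random block). In all, 4 circadian clock genes rose and 1 fell after acute morphine in limma. After chronic morphine Per2, a repressor of the clock, was higher by 0.46 (SE 0.11, adjusted p = 0.168 with the random block) and Bhlhe40, which opposes the activator, by 0.33 (SE 0.063, adjusted p = 0.103 with the random block). Cirbp, an RNA-binding protein induced by mild cold, was higher after chronic morphine by 0.29 (SE 0.062, adjusted p = 0.17 with the random block). All mice were killed 4 hours after the last injection, and no test separated the hour of day from the drug.

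Fosl2, a partner of Jun in transcription, was higher by 0.45 (SE 0.090, adjusted p = 0.115 with the random block) after acute and 0.36 (SE 0.090, adjusted p = 0.282 with the random block) after chronic morphine, and Errfi1, a feedback inhibitor of the epidermal growth factor receptor, by 0.27 (SE 0.057, adjusted p = 0.110 with the random block) after acute morphine. Klf4, a vascular and early response factor, was higher by 0.34 (SE 0.078, adjusted p = 0.152 with the random block) after acute morphine, and Fgfr3, an astrocyte growth factor receptor, by 0.23 (SE 0.057, adjusted p = 0.179 with the random block) (where all its probe sets are averaged, -0.034). Bcl11b, which shapes medium spiny neurons, was lower at -0.22 (SE 0.054, adjusted p = 0.199 with the random block) after chronic morphine, and Rgs9, which speeds the shutdown of opioid and dopamine receptors, at -0.18 (SE 0.043, adjusted p = 0.183 with the random block).

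The remaining lists after acute morphine, each with its measured genes, their median log2 change and the camera test, were: GABA and glutamate receptor genes 27 with -0.017 (adjusted p = 0.108); cholesterol synthesis genes 19 with -0.020 (adjusted p = 0.648); choroid plexus genes 4 with -0.043 (adjusted p = 0.908); circadian clock genes 15 with 0.11 (adjusted p = 0.108, on the other side of 0.05 without SWR/J acute 3 (0.0267)); cold-inducible RNA-binding protein genes 1 with 0.18 (adjusted p = 0.177); cortical excitatory neuron genes 5 with 0.25 (adjusted p = 0.397); endoplasmic reticulum stress genes 12 with 0.0069 (adjusted p = 0.751); endothelial genes 9 with -0.062 (adjusted p = 0.0774, on the other side of 0.05 without 129P3/J saline 1 (0.0344), C57BL/6J saline 1 (0.0488), DBA/2J saline 1 (0.0373), SWR/J saline 1 (0.0331) and SWR/J acute 2 (0.0458)); hypoxia-responsive genes 16 with 0.031 (adjusted p = 0.151); microglia genes 11 with 0.0013 (adjusted p = 0.151); oligodendrocyte precursor genes 5 with -0.052 (adjusted p = 0.189); pericyte and vessel wall genes 6 with -0.015 (adjusted p = 0.561); red blood cell genes 3 with 0.011 (adjusted p = 0.751); septal area genes 3 with 0.0029 (adjusted p = 0.908); striatal interneuron genes 12 with 0.054 (adjusted p = 0.751).

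The remaining lists after chronic morphine, each with its measured genes, their median log2 change and the camera test, were: astrocyte genes 12 with -0.018 (adjusted p = 0.945); choroid plexus genes 4 with 0.034 (adjusted p = 0.661); circadian clock genes 15 with 0.046 (adjusted p = 0.0141, or 0.291 with an estimated correlation); cold-inducible RNA-binding protein genes 1 with 0.29 (adjusted p = 0.0237, or 0.0831 with an estimated correlation); cytoskeleton genes 19 with -0.017 (adjusted p = 0.661); endoplasmic reticulum stress genes 12 with -0.046 (adjusted p = 0.139); endothelial genes 9 with -0.096 (adjusted p = 0.252); fatty acid oxidation and ketone genes 14 with -0.092 (adjusted p = 0.0549, on the other side of 0.05 without 129P3/J saline 1 (0.0438), 129P3/J saline 3 (0.0426), C57BL/6J saline 1 (0.0440), C57BL/6J saline 3 (0.0446), C57BL/6J chronic 1 (0.0475), DBA/2J saline 1 (0.0301), DBA/2J chronic 2 (0.0492), SWR/J saline 1 (0.0426) and SWR/J chronic 2 (0.0449)); heat shock genes 17 with -0.13 (adjusted p = 0.139); hypoxia-responsive genes 16 with -0.0059 (adjusted p = 0.562); microglia genes 11 with -0.070 (adjusted p = 0.139, on the other side of 0.05 without C57BL/6J saline 1 (0.0440)); mitochondrial respiratory chain genes 78 with -0.054 (adjusted p = 0.00522, or 0.541 with an estimated correlation); p53-responsive genes 11 with 0.011 (adjusted p = 0.0547, on the other side of 0.05 without 129P3/J saline 2 (0.0437), 129P3/J chronic 1 (0.0466), C57BL/6J saline 2 (0.0375), C57BL/6J chronic 1 (0.0428), C57BL/6J chronic 3 (0.0457), DBA/2J acute 2 (0.0481), DBA/2J chronic 1 (0.0389), SWR/J saline 1 (0.0473), SWR/J saline 2 (0.0383), SWR/J acute 2 (0.0477) and SWR/J chronic 1 (0.0305)); pericyte and vessel wall genes 6 with -0.018 (adjusted p = 0.954); red blood cell genes 3 with -0.18 (adjusted p = 0.172); septal area genes 3 with -0.20 (adjusted p = 0.0593, on the other side of 0.05 without 129P3/J saline 3 (0.0426), 129P3/J chronic 1 (0.0252), C57BL/6J saline 3 (0.0201), C57BL/6J chronic 1 (0.0428), C57BL/6J chronic 3 (0.0416), DBA/2J saline 3 (0.0312), DBA/2J chronic 1 (0.0242), SWR/J saline 1 (0.0473) and SWR/J chronic 1 (0.0318)); striatal interneuron genes 12 with 0.054 (adjusted p = 0.135, on the other side of 0.05 without C57BL/6J saline 3 (0.0463)).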
